# An Investigation of the Anticancer Mechanism of *Caesalpinia sappan* L. Extract Against Colorectal Cancer by Integrating a Network Pharmacological Analysis and Experimental Validation

**DOI:** 10.3390/plants14020263

**Published:** 2025-01-18

**Authors:** Mibae Jeong, Jaemoo Chun, Sang-Min Park, Heerim Yeo, Se Won Na, In Jin Ha, Bonglee Kim, Mi-Kyung Jeong

**Keywords:** *Caesalpinia sappan* L., colorectal cancer, network pharmacology, apoptosis, MC38 tumor

## Abstract

*Caesalpinia sappan* L. has exhibited various pharmacological effects, yet its anticancer activities against colorectal cancer (CRC) and underlying molecular mechanisms remain unclear. This study investigated the anticancer properties of an ethanol extract of *C. sappan* L. (CSE) against CRC cells, focusing on the identification of bioactive compounds and their mechanisms of action. A network pharmacology analysis was conducted to identify potential CRC targets and bioactive compounds of CSE, using LC-MS for compound identification. The anticancer effects of CSE were then validated through in vitro and in vivo models of CRC. The network pharmacological approach identified 87 overlapping genes between CSE targets and CRC-related genes, with protein–protein interaction analysis highlighting 33 key target genes. CSE inhibited cell proliferation in human CRC cell lines, including HCT 116, KM12SM, HT-29, and COLO 205, and induced apoptosis via caspase 3/7 activation. Western blot analyses confirmed the modulation of critical signaling pathways, including STAT3, AKT, and mitogen-activated protein kinases. Furthermore, CSE significantly suppressed tumor growth in MC38 CRC-bearing mice. These findings suggest that CSE possesses substantial potential as a natural anticancer agent for CRC treatment, highlighting the need for further exploration in therapeutic development.

## 1. Introduction

Colorectal cancer (CRC) is one of the most prevalent malignancies globally and the second leading cause of cancer-related deaths with significant morbidity and death rates [1]. Current therapeutic strategies, including surgery, chemotherapy, and radiation, often lead to side effects and are insufficient in preventing recurrence [2]. Additionally, the increasing incidence of chemoresistance and tumor heterogeneity further complicates treatment outcomes, highlighting the urgent need for novel therapeutic approaches that can offer higher efficacy and better patient outcomes with fewer adverse effects [3]. This has prompted a search for alternative treatments, particularly those derived from natural products, which are known for their diverse biological activities and lower toxicity with minimal or no side effects [4].

*Caesalpinia sappan* L., a traditional medicinal plant, has been widely used for its therapeutic properties, including anti-inflammatory [5], antioxidant [6], and antimicrobial [7] effects. Its active components, such as brazilin, sappanone, and protosappanin, have been extensively studied for their pharmacological effects, with brazilin being the most prominent for its various bioactivities. Moreover, recent studies have demonstrated that *C. sappan* L. extract possesses significant anticancer properties [8,9,10]. However, specific research on its effects on CRC remains limited, and further studies are needed to explore its specific targets in CRC.

Network pharmacology, an emerging field that integrates systems biology, bioinformatics, and pharmacology, enables a deeper understanding of the interactions between drugs and biological systems [11]. This approach considers the multi-target nature of drugs, especially those derived from natural sources, and maps out the complex networks of interactions between compounds and their molecular targets [12]. Moreover, the integration of LC-MS and network pharmacology can provide a powerful approach to dissecting the pharmacological effects of natural products systematically. This involves a comprehensive approach combining LC-MS analysis to pinpoint the active constituents and network pharmacology to unravel the complex interactions and pathways these compounds influence [13]. By identifying the active components and their targets, this approach allows us to gain insights into the complex mechanisms through which natural products exert their anticancer effects, paving the way for the development of novel therapeutic agents. This view helps in understanding the synergistic effects of multiple compounds and their impact on various biological pathways and processes involved in disease mechanisms [14].

This study aims to explore the anticancer potential of *C. sappan* L. extract against CRC through advanced analytical techniques and computational methods. We provide a qualitative assessment of the constituents using a metabolomic profiling approach, in addition to network pharmacology and experimental validation. The findings could significantly contribute to the development of new, natural-based therapies for CRC, providing safer and more effective treatment options.

## 2. Results

### 2.1. Identification of Chemical Components in Ethanol Extract of C. sappan L. (CSE)

The total ion chromatograms of CSE were obtained by ultrahigh-performance liquid chromatography (UHPLC)-QTOF MS, and the base peak chromatograms were generated to plot the intensity of the largest peak in each scan as a function of retention time while minimizing artifacts caused by noisy background peaks. The molecular formula was then generated based on the chromatographic peak information using PeakView 2.2 and MasterView software (SCIEX, Foster City, CA, USA). The expected compounds contained in CSE were preliminarily identified by comparison with the relevant literature on the chemical constituents [15,16,17,18]. Next, the corresponding fragment ions of each compound were compared with the MS/MS spectra of reference standards or an in-house MS/MS library, as well as online databases such as Global Natural Product Social Molecular Networking (GNPS), MASS bank, or Metlin (Figure 1A,B). As a result, eighteen compounds were tentatively identified in CSE by comparing them with mass spectrometry and retrieving the reference literature. These eighteen compounds included 3′-O-methylcatechin, brazilin, protosappanin B, chrysophanol, dihydroxyxanthone, 4′-O-methylcatechin, lyoniresinol, 3′-O-methylbrazilin, brazilein, sappanone B, sappanchalcone, 5,7,4′-tri-O-methylcatechin, sappanone A, 5,7,3′-tri-O-methyl (-)-epicatechin, brazilane, 10,11-dihydroxydracaenone C, 4′-O-methylbrazilin, and tricin as shown in Table 1 with detailed chromatographic and mass spectroscopic data by UHPLC-QTOF MS/MS-based chemical profile analysis. The observed MS/MS spectra of the eighteen compounds are provided in Figure S1.

### 2.2. Network Pharmacology Analysis Predicts the Target Pathways of CSE in CRC

To explore the potential molecular targets of CSE, a network pharmacological analysis was conducted. A total of 466 target genes related to CSE were obtained from two databases, Similarity Ensemble Approach (SEA) and Swiss Target Prediction (STP). Simultaneously, 625 CRC-related genes were retrieved from GeneCards, DisGeNet, and the Comparative Toxicogenomics Database (CTD) using specific relevance score thresholds. The intersection of these two datasets identified 87 common target genes, as shown in the Venn diagram (Figure 2A). A compound–target gene interaction network was constructed using Cytoscape 3.10.2, linking the compounds identified in CSE to the 87 common target genes (Figure 2B and Figure S2A). This network provides insight into the relationships between the bioactive compounds of *C. sappan* L. and their associated molecular targets in CRC, suggesting potential multi-target therapeutic mechanisms. The STRING database was employed to construct a protein–protein interaction (PPI) network for the 87 common target genes. This network analysis identified key interactions between target proteins, highlighting potential hubs that may play significant roles in CRC-related pathways. The 9 central genes are highly interconnected, surrounded by 24 additional genes in the next layer of the network, which likely represent key regulatory hubs involved in CRC-related pathways (Figure 2C and Figure S2B). Furthermore, STRING analysis of the PPI network allowed for the selection of 33 core target genes with significant relevance to CRC (Figure 2D).

### 2.3. The Identification of Core Genes and Pathway Enrichment Analysis Reveal Therapeutic Mechanisms in CSE for Cancer Progression

The core genes were selected based on their centrality and potential involvement in key molecular pathways related to cancer progression and therapeutic response. Pathway enrichment analysis was performed for the 33 selected core target genes using the DAVID bioinformatics tool. The analysis identified several enriched Gene Ontology (GO) terms, including biological processes (BPs), cellular components (CCs), and molecular functions (MFs), alongside pathways in the Kyoto Encyclopedia of Genes and Genomes (KEGG). In the BP analysis, significant terms were fundamental to the control of cancer cell growth and survival (Figure 3A). In CC and MF analysis, enriched terms emphasized the involvement of these core genes in critical subcellular structures and complexes in signaling and transcription regulation, both of which are essential for cancer-related pathways (Figure 3B,C). Additionally, KEGG pathway enrichment underscored the relevance of the AKT, mitogen-activated protein kinases (MAPKs), VEGF, and STAT3 signaling pathways, which are known to regulate cell survival, proliferation, and apoptosis (Figure 3D). The enriched pathways collectively indicated that the therapeutic effects of CSE could be mediated by the modulation of multiple interconnected pathways involved in cell cycle regulation, apoptosis, and signal transduction (Figure 3E and Figure S3). These findings suggest that the therapeutic effects of CSE may be mediated through the modulation of these critical biological processes and pathways.

### 2.4. CSE Inhibited the Cell Proliferation of the Human CRC Cell Lines

To investigate the inhibitory effect of CSE on the proliferation in CRC cells, the cell viability of HCT 116, KM12SM, HT-29, and COLO 205 cells was assessed. HCT 116 and COLO 205 cells exhibited greater cytotoxicity compared to KM12SM and HT-29 cells, with significant differences in their half-maximal inhibitory concentration (IC_50_) values (Figure 4A). We also confirmed that CSE effectively inhibited cell proliferation in HCT 116 and COLO 205, as indicated by a concentration-dependent decrease in mitochondrial dehydrogenase activity (Figure 4B). These results suggest that CSE effectively suppresses CRC cell growth.

### 2.5. CSE Induced Caspase-Mediated Apoptosis of CRC Cells

Annexin V/7-AAD double staining was performed to detect apoptosis in HCT 116 and COLO 205. The cells were treated with concentrations of 0, 10, 20, and 30 μg/mL for 24 h and 48 h. After the exposure, a significant increase in early and late apoptosis was observed in both cells. We also found that the percentage of apoptosis increased in a dose- and time-dependent manner in both HCT 116 and COLO 205 cells (Figure 5A,C). To further confirm the apoptotic process induced by CSE, caspase-3/7 activity was measured using the Caspase-Glo 3/7 Assay Kit. After 48 h of treatment, the percentage of apoptosis at 10 μg/mL of CSE was comparable. However, 30 μg/mL of CSE treatment indicated significantly elevated activity in HCT 116 and COLO 205 (Figure 5B,D). These results suggest that CSE could promote caspase-dependent apoptosis in CRC cells.

### 2.6. CSE Regulated the Expression of Apoptosis- and Cell-Cycle-Related Proteins

To investigate the molecular mechanism of CSE-induced apoptosis, we used an apoptosis array. HCT 116 and COLO 205 cells were treated with 30 μg/mL of CSE for 48 h. We confirmed that several apoptosis-related proteins were regulated by the treatment of CSE. The treatment of CSE increased the expression levels of cleaved caspase-3, HO-1, catalase, and HSP27 but decreased the expression of cIAP-1, claspin, HTRA2, and XIAP in both HCT 116 and COLO 205 cells (Figure 6A,B). Next, we confirmed that the expression levels of cleaved PARP, caspase-8, caspase-9, and caspase-3 were elevated in both HCT 116 and COLO 205 cells by CSE treatment, indicating the induction of apoptosis in these cell lines (Figure 6C). Moreover, CSE treatment led to alterations in the expression of several key cell cycle regulatory proteins. Specifically, the levels of XIAP, cyclin D1, CDK2, and p27 were significantly decreased, whereas the level of p21 was elevated (Figure 6D). These findings suggest that CSE treatment may inhibit cell cycle progression by modulating proteins involved in cell cycle checkpoints and apoptosis inhibition. The relative mRNA expression of cell-cycle-related genes in HCT 116 cells was also assessed. Consistent with the protein expression results, CSE treatment significantly reduced the mRNA expression of genes promoting cell cycle progression (e.g., *CCND2* and *CDK2*). In contrast, genes involved in cell cycle arrest (e.g., *CDKN1A* and *CDKN2B*) were upregulated (Figure 6E). These transcriptional changes further support the hypothesis that CSE treatment interferes with cell cycle progression and promotes apoptosis in CRC cells.

### 2.7. CSE Inhibited the Phosphorylation of STAT3 and Triggered a Cellular Stress Response

To explore the upstream regulatory mechanisms involved in apoptosis and cell cycle regulation, we examined the STAT3, AKT, and MAPK signaling pathways. As shown in Figure 7A, CSE treatment significantly suppressed both tyrosine and serine phosphorylation of STAT3 in HCT 116, whereas only serine phosphorylation was reduced in COLO 205 cells. Additionally, the AKT pathway showed reduced phosphorylation by CSE treatment, implying that CSE may inhibit cell survival signaling to promote apoptosis or cell cycle arrest. Interestingly, CSE upregulated the expression of HO-1, indicating that CSE triggers a cellular stress response. In contrast, CSE treatment had no significant effect on the MAPK pathways, as evidenced by minimal changes in the phosphorylation of ERK, p38, and JNK (Figure 7B). Overall, these findings suggest that CSE modulates apoptosis and cell cycle regulation by influencing the STAT3 and AKT pathways, potentially promoting anticancer effects in CRC cells through a combination of signaling alterations and stress induction.

### 2.8. CSE Modulated Cancer-Related Inflammation and Immunity

Cancer immunity plays a critical role in controlling tumor growth and progression by influencing the inflammatory responses and immune signaling pathways within the tumor microenvironment. Therefore, we investigated the altered expression related to cancer inflammation and immunity crosstalk in CSE-treated HCT 116 cells. As shown in Figure 8, treatment with 30 µg/mL CSE showed significant alterations of several genes associated with inflammatory responses and immune regulation. Notably, genes such as *CCL20*, *CCR4*, *CSF3*, *CXCL10*, *CXCR1*, *IFNG*, *IL1A*, *IL8*, *SPP1*, and *TNF* were upregulated, indicating enhanced antigen presentation and immune signaling. Conversely, some genes, including *CXCR4*, *KITLG*, *STAT3*, and *TNFSF10*, were downregulated, suggesting a potential suppression of specific pathways related to tumor proliferation and vascular development. The differential expression pattern observed highlights the complex role of CSE in modulating genes involved in cancer-related inflammation and immune response, potentially contributing to its anticancer effects by altering the tumor microenvironment and immune interactions.

### 2.9. CSE Suppressed the Tumor Growth of the MC38 Colorectal Tumor

MC38 cells (1 × 10⁵) were inoculated subcutaneously into the right flank of C57BL/6 mice, which were then divided into control and CSE-treated groups (n = 8 per group). One week after tumor inoculation, when the average tumor volume reached approximately 60 mm^3^, daily administration of CSE (100 mg/kg) was initiated, with 1% carboxymethyl cellulose (CMC) in distilled water (DW) used as a control. CSE treatment resulted in a marked reduction in tumor size compared to the control group (Figure 9A,B). Tumor weights were significantly lower in the CSE-treated group (Figure 9C). Notably, there were no significant changes in body weight between the two groups, indicating that CSE did not induce major systemic toxicity (Figure 9D). In addition, histopathological analysis demonstrated that there were no significant signs of tissue damage or toxicity in the liver and kidney of CSE-treated mice (Figure 9E). These results suggest that CSE effectively inhibits colorectal tumor growth without causing adverse side effects.

### 2.10. CSE Regulated Cell Proliferation, Apoptosis, and Immune Pathways in Cellular Processes

The transcriptome analysis identified significant regulatory effects across several key cellular processes. 

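MC38 is a mouse colon cancer cell line, here grown as tumors under the skin of C57BL/6 mice. RNA of these tumors was sequenced in 3 libraries of the control group, which received 1% CMC, and in 3 libraries of the group given CSE at 100 mg/kg per day. The libraries were prepared with a QuantSeq kit, which reads the 3' ends of polyadenylated transcripts, so that counts do not scale with gene length. The authors deposited raw counts per gene symbol for each library. The submitters' processing notes name bcl2fastq 2.20.0.422, Bowtie2, bedtools and the mouse build mm10, and the annotation and the use of strand are not given in the sources used here. The total count was 9593905, 9658014 and 10143452 in control libraries 1, 2 and 3, and 11282228, 9215556 and 10100836 in CSE libraries 1, 2 and 3. Between 12.0% and 16.1% of the counts of a library belonged to Rn45s, the ribosomal RNA precursor.
Of 23282 genes listed, the 13067 with at least 10 counts in at least 3 libraries were compared between CSE and control with edgeR's quasi-likelihood test after TMM normalization, and p-values were adjusted by the Benjamini-Hochberg method. A positive log2 fold change stands for a higher level in the CSE-treated group. Pathway genes and cell type markers were grouped in 36 lists, drawn up from general knowledge before the data were examined but after the figures of the paper had been seen, and each list was tested against all other genes with limma's camera at a preset correlation of 0.01. Coordinates are those of GRCm38, the assembly behind mm10, from the GENCODE annotation. The paper states that the RNA came from a single tumor per treatment group, so the p-values measure only the spread between these libraries. In simulated counts with the same library sizes, the edgeR test recovered 60.2% of genes changed 2-fold and 89.0% of genes changed 4-fold at an adjusted p under 0.05. The simulated genes varied independently of each other, and 98 tested genes were changed 2-fold and 100 were changed 4-fold. The shares recovered need not hold for the real libraries.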

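Gas6, a secreted ligand of the TAM receptor tyrosine kinases, stood at 6.57 ± 1.81 CPM in the CSE-treated group against 25.6 ± 4.39 CPM in the control group (SD, n = 3 libraries each). Aqp1, a water channel of endothelium and other tissues, stood at 94.3 ± 8.03 against 42.0 ± 11.9 CPM, and Rraga, a GTPase that passes amino acid signals to mTORC1, at 249 ± 38.8 against 143 ± 18.6 CPM (SD, n = 3 each). Markers of skeletal muscle were lower as a group in the CSE libraries. Muscle tissue taken with some of the tumors could give this, and these data do not tell it from an effect of CSE. Of 50 tested muscle markers 45 had a negative log2 fold change, the median was −1.88, and camera gave the list an adjusted p of 1.37e-19 (adjusted p = 0.937 with an estimated correlation). The markers were highest in control libraries 1 and 2, while control library 3 and CSE library 3 were nearly level (mean log2 CPM 1.85 and 1.84). Without control libraries 1 and 2, a setting chosen after that was seen, control library 3 stood alone in its group and the median was −0.415. No muscle marker was lower at an adjusted p under 0.05 over all genes with edgeR, and 3 were lower when adjusted over the list alone: Lmod3, which nucleates actin filaments in muscle, the fast-fiber actinin Actn3, and Des, the muscle intermediate filament desmin. Lmod3 and Actn3 are labelled in Fig. 10A, which had been seen when the lists were drawn up.
The log2 fold change of Gas6, on chromosome 8 of GRCm38 from 13465374 to 13494490, was −1.95 (SE 0.25, adjusted p = 0.056 from edgeR's quasi-likelihood test). Aqp1, on chromosome 6 from 55336432 to 55348555, had 1.17 (SE 0.19, adjusted p = 0.25 from the same edgeR test), and Rraga, a single-exon gene on chromosome 4 from 86575668 to 86577285, had 0.80 (SE 0.15, adjusted p = 0.51). Among the next smallest p-values of lower genes were those of the transcription factor Sox6 at −3.84, Gpx3, a secreted glutathione peroxidase, at −0.86, the ubiquitin ligase Pdzrn3 at −2.09, Lmod3 at −3.85, Actn3 at −2.63 and Synm, an intermediate filament protein, at −1.94. Among higher genes they were those of Fam83a at 1.05, the proteoglycan Sdc2 at 0.57, Pura at 0.62, the ciliary transport gene Ift74 at 0.54, Angpt1, a ligand of the TIE2 receptor, at 0.73 and the topoisomerase Top2b at 0.40, whose 3' end lies opposite exons of Rarb. All 21 genes labelled in Fig. 10A had the direction drawn there, which is not independent evidence because the study chose them on these libraries. Other lower labels were the muscle genes Neb at −2.02, Fhl1 at −2.70, Mylpf at −2.53, Tnnt3 at −2.99, Mybpc2 at −3.48 and Myh4 and Pvalb, between Lmod3 and Sox11 in size, the transcription factor Sox11 at −3.94 and the adipocyte protease Cfd at −2.54, and the other higher labels were Col6a2 at 0.81 and Serpina1c at 2.59. In 17 of the 21 the 3 CSE libraries lay on 1 side of the 3 control libraries, as 9.13% of all tested genes did in either direction, where chance gives 10%.
At an adjusted p under 0.05, 0 genes were higher and 0 lower with edgeR, against 2 higher and 9 lower with DESeq2. At an unadjusted p under 0.05 and a fold change over 1.2, 200 genes were higher and 255 lower with edgeR, 97 and 412 without scaling beyond the total count. In all, 458 genes had an unadjusted p under 0.05 where 653 would by chance.

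**Figure D1:**
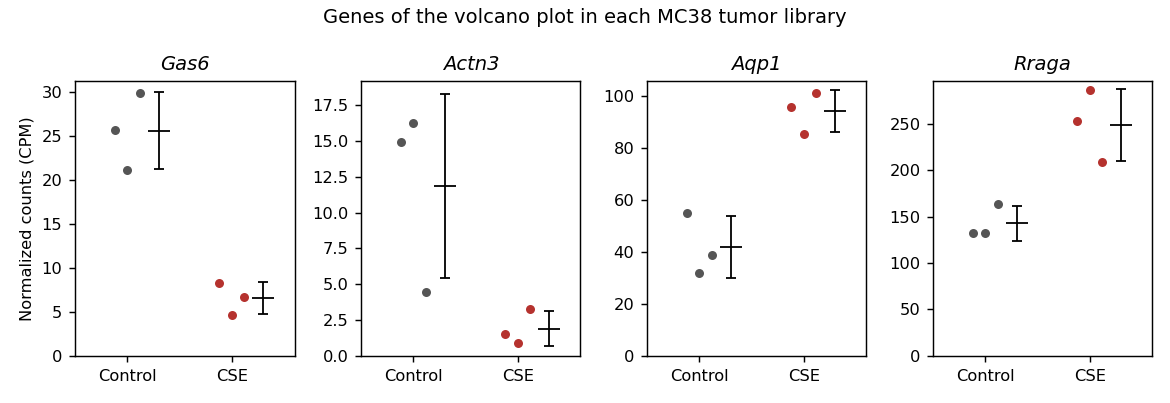
Normalized counts in CPM on linear axes from 0, with a scale of its own for each gene, in each of the 3 control and 3 CSE libraries. Each point is 1 library, and the bar beside the points is the mean with the SD. For Gas6, Actn3, Aqp1 and Rraga no CSE library overlaps the control libraries.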

The volcano plot (Figure 10A and Figure S4A) illustrates the differentially expressed genes (DEGs) between the CSE-treated and control groups, revealing a substantial number of significantly regulated genes. To further investigate, we performed EnrichR analysis using these DEGs (Figure 10B). The results aligned with previous findings, showing strong enrichment in pathways associated with apoptosis, negative regulation of the cell cycle, and immune responses, including cytokine activity. 

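Genes of programmed cell death went both ways between the groups. Of 48 tested pro-apoptotic genes, 26 had a positive and 22 a negative log2 fold change, with a median of 0.01. Bax, which permeabilizes the mitochondrial membrane, had −0.60 (SE 0.26), the BH3 protein Bnip3 0.36 (SE 0.17), Tradd, an adaptor of death receptors, 0.32 (SE 0.16) and Trp53 −0.30 (SE 0.15), none past an adjusted p of 0.05 over all genes or over the list alone with edgeR. Among 27 anti-apoptotic genes, Gas6 was lower when adjusted over the list alone (adjusted p = 0.00012 from edgeR, 0.056 over all genes). Gas6 is labelled in Fig. 10A, which had been seen when the lists were drawn up. Its value over the list alone is therefore not independent support for the list. The caspase-8 inhibitor Cflar had −0.30 and Bag4, a silencer of death domains, 0.31.
Of 42 tested p53 targets and cell cycle inhibitors, 22 had a positive and 20 a negative value, with Gtse1, a regulator of p53 in G2, at −0.40 and the CDK inhibitor Cdkn1b at 0.36. Of 27 genes of the NLRP3 inflammasome, 12 had a positive and 15 a negative value, led by the scavenger receptor Cd36 at −1.10 (SE 0.35) and the RNA helicase Dhx33 at −0.42 (SE 0.18). The adjusted p from camera was 0.79 for the pro-apoptotic, 0.97 for the anti-apoptotic, 0.82 for the p53 and inhibitor and 0.98 for the inflammasome list. Fisher's exact test, one-sided, was run on the same lists among the genes with an unadjusted p under 0.05 and a fold change over 1.2, against all tested genes. Lower genes held 20 of 50 skeletal muscle markers (adjusted p = 3.06e-20, exact test), 4 of 18 adipocyte markers (adjusted p = 0.0063), among them Gpd1 and Cfd, and 5 of 52 collagen and extracellular matrix genes (adjusted p = 0.040), among them Col14a1 and Col8a1, of which list 4 others, among them Mmp14 and Mmp13, were among the higher genes (adjusted p = 0.15). Higher genes held 6 of 74 ribosomal protein genes (adjusted p = 0.034, exact test), among them Rpl4 and Rps6. The exact test takes genes as independent, so its p-values can be far too small where members vary together between libraries. The estimated correlation was 0.34 for the muscle, 0.24 for the collagen and matrix, 0.14 for the ribosomal protein and 0.05 for the adipocyte list. The calls of limma's camera on the muscle, adipocyte and ribosomal protein lists were lost with an estimated correlation (adjusted p = 0.94, 0.94 and 0.99). With the mean of the muscle markers as a covariate in edgeR, 0 lists were over-represented. That covariate takes out the muscle list's own difference by construction, and with it the median of the ribosomal protein genes rose from 0.0857 to 0.211. No list of apoptosis, cell cycle or immune genes passed an adjusted p of 0.05 in the exact test in either direction.

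**Figure D2:**
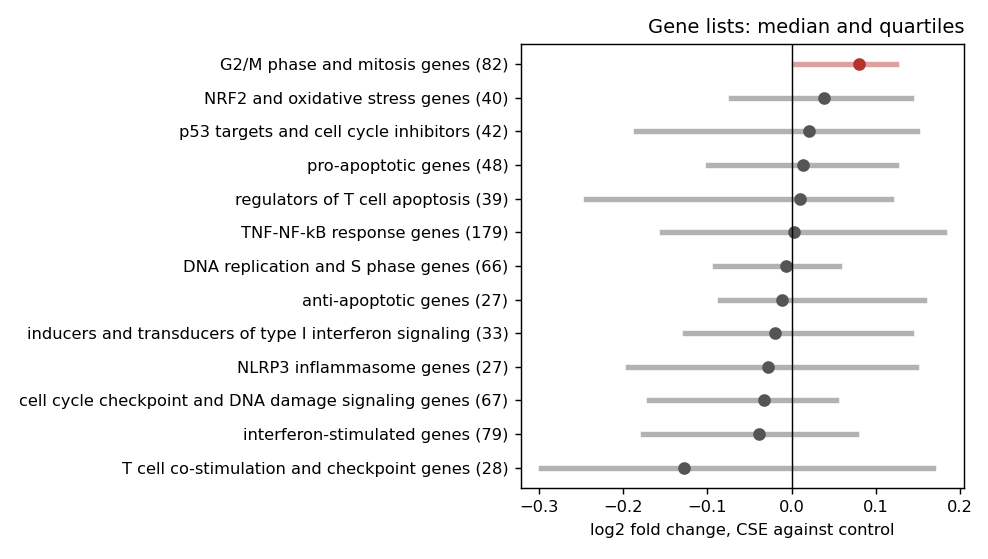
Log2 fold changes between CSE and control (horizontal axis) for the 13 gene lists drawn up on the topics of the paper, with the number of tested genes in parentheses. Points are medians, bars run from the lower to the upper quartile of the genes, and the list in red, G2/M phase and mitosis genes, passed an adjusted p of 0.05 in camera.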

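Genes induced by TNF through NF-κB went both ways in nearly equal numbers. Of 179 tested, 91 had a positive and 88 a negative log2 fold change, and the quartiles ran from −0.15 to 0.18. By unadjusted p the leading genes were Ppap2b, a lipid phosphatase listed under its older symbol, at 0.69 (SE 0.25), the nuclear receptor Nr4a1 at −0.78 (SE 0.30), Tsc22d1 at 0.51 (SE 0.19) and the cytokine receptor subunit Il6st at −0.53 (SE 0.21). Of 79 interferon-stimulated genes, 31 had a positive and 48 a negative value, with a median of −0.04. Bst2, also called tetherin, which holds virions at the cell surface, had −0.58 (SE 0.16), the helicase Helz2 −0.43 (SE 0.13), Trafd1 −0.30 (SE 0.13) and the ubiquitin ligase Trim25 −0.35 (SE 0.16). Genes that induce or transmit type I interferon signals split 15 to 18, with Mavs, the mitochondrial adaptor of RNA sensing, at 0.41 (SE 0.17) and the kinase Jak1, whose 3' end lies opposite exons of Raver2, at 0.31 (SE 0.15).
None of the 3 lists had a gene past an adjusted p of 0.05 in edgeR, over all genes or adjusted over the list alone. The adjusted p from camera was 0.79 for the TNF list (Up), 0.49 for the interferon-stimulated list (Down) and 0.79 for the inducers and transducers (Up, although their median was −0.02). With fgsea, a permutation test over genes, the interferon-stimulated list had a normalized enrichment score of −1.68 (adjusted p = 0.0093) and the TNF list 1.31 (adjusted p = 0.14, which meets the threshold of 0.25 that the paper set for this tool). That test ignores correlation between genes, and limma's camera gave the interferon-stimulated list an adjusted p = 0.99 with an estimated correlation. Limma's camera also called the interferon-stimulated list Down without control library 1 (adjusted p = 0.0010) and without CSE library 3 (adjusted p = 0.045). It gave that list the direction Up without control library 3 or CSE library 1. The TNF list turned Down once the genes drawn in Fig. 10A and Fig. 10D were left out (adjusted p = 0.87, limma's camera). The 24 genes drawn under TNF signaling were all higher, so that leaving them out lowers the list by construction and is no test of it.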

Notably, TNF-α signaling and Type I IFN signaling were prominently activated, suggesting robust immune responses and interferon pathway activation (Figure 10C). We also explored the potential effects on T-cell regulation, given the relevance of these pathways. 

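Co-stimulation and checkpoint genes of T cells lay more often below than above the control level. Of 28 tested, 10 had a positive and 18 a negative log2 fold change, with a median of −0.13. Cd24a, a surface glycoprotein, had −1.42 (SE 0.63), Tnfsf9, the 4-1BB ligand, −0.73 (SE 0.34), Cd276, a B7 family member, 0.40 (SE 0.23) and the peptidase Dpp4, also known as CD26, −1.20 (SE 0.69). Markers of T cells themselves also lay more often below the control level: Bcl11b had −1.53 (SE 0.62), Il7r −0.47 (SE 0.29), Cd3d 0.87 (SE 0.68) and Cd3g −0.89 (SE 0.73), and 14 of 21 tested markers had a negative value. Cytotoxic effectors such as Fasl at −1.14 (SE 0.72) and Srgn at 0.29 (SE 0.19) split 8 positive to 16 negative.
No gene of these 3 lists passed an adjusted p of 0.05 in edgeR, over all genes or adjusted over the list alone. The adjusted p from camera was 0.71 for co-stimulation (Down), 0.49 for T cell markers (Down) and 0.97 for cytotoxic effectors (Up, although their median was −0.21). The mean log2 CPM of the cytotoxic effectors was 2.06, 3.47 and 4.18 in control libraries 1, 2 and 3 and 2.73, 3.31 and 3.57 in CSE libraries 1, 2 and 3 (exact two-sided permutation test, p = 1, where 3 libraries against 3 cannot go below 0.1). Of the 2 genes drawn for this pathway in Fig. 10D, which the study chose on these libraries, the ephrin receptor Ephb6 had 0.64 (SE 0.30) and Cd160, an NK and T cell receptor, 0.35 (SE 0.86), at unadjusted p-values of 0.050 and 0.70 from edgeR. Leaving out control library 1 took the 3 lists past the threshold of limma's camera as Down (adjusted p = 0.011 for co-stimulation, 0.00084 for T cell markers and 4.92e-05 for cytotoxic effectors), as did leaving out CSE library 3 for T cell markers (0.026). Without control library 3 the cytotoxic list passed as Up (adjusted p = 0.0033, limma's camera), and co-stimulation and T cell markers turned Up (0.74 for each). The latter also turned Up without CSE library 1 (0.61 and 0.80). These calls rest on the preset correlation of 0.01. Over all 6 libraries the estimated correlation was 0.26 for co-stimulation, 0.37 for T cell markers and 0.70 for cytotoxic effectors. With it, limma's camera gave each of the 3 lists an adjusted p of 0.99 on all 6 libraries.

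**Figure D3:**
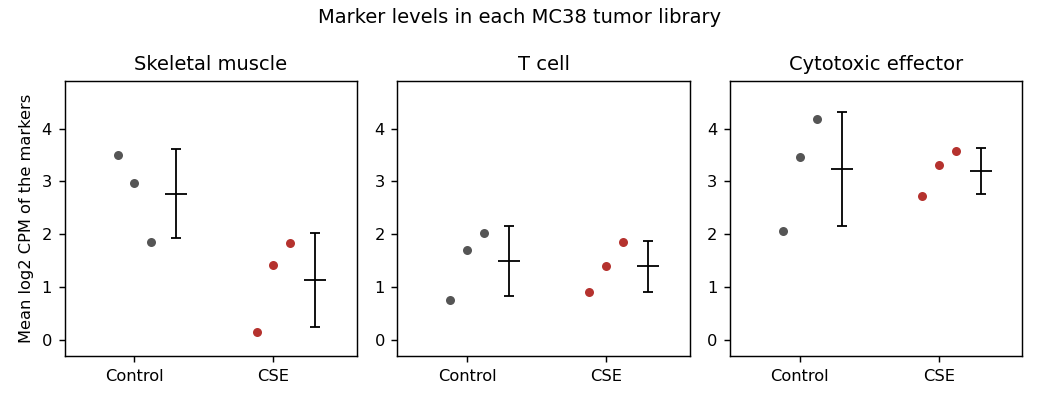
Mean log2 CPM of the skeletal muscle, T cell and cytotoxic effector lists (vertical axis) in each of the 3 control and 3 CSE libraries. Points are libraries and bars the mean with the SD. For skeletal muscle the CSE libraries lie below the control libraries, with control library 3 and CSE library 3 nearly level, and the groups overlap for T cell and cytotoxic genes.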

T-cell-activation-related pathways, such as T-cell co-stimulation, were found to be upregulated. Furthermore, pathways regulating T-cell apoptosis and the G2/M phase transition were altered, indicating the presence of active checkpoint control mechanisms. 

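Genes of the G2/M phase and mitosis were slightly higher as a group after CSE treatment. Of 82 tested, 62 had a positive and 20 a negative log2 fold change, with a median of 0.08, and camera gave an adjusted p of 0.024 in the direction Up (adjusted p = 0.99 with an estimated correlation). The condensin subunit Smc4 had 0.28 (SE 0.11), the spindle protein Aspm 0.27 (SE 0.12) and Ncapg, a second condensin gene whose 3' end lies opposite exons of Lcorl, 0.31 (SE 0.15). Checkpoint and DNA damage genes split 29 to 38, with the checkpoint kinase Chek2 at −0.41 (SE 0.17), Dtl, which targets Cdt1 for degradation, at −0.35 (SE 0.16) and the kinase Nek1 at 0.30 (SE 0.14). DNA replication and S phase genes split 31 to 35, with the kinase Cdc7 at −0.32 (SE 0.16) and the repressor E2f8 at −0.34 (SE 0.17).
Regulators of T cell apoptosis were 20 positive and 19 negative, with Nfkbid, an atypical IκB protein, at −0.71 (SE 0.29) and the transcription factor Gli3 at −0.27 (SE 0.14). The adjusted p from camera was 0.59 for the checkpoint, 0.79 for the S phase and 0.79 for the T cell apoptosis list. In edgeR no gene of these 4 lists passed an adjusted p of 0.05, over all genes or adjusted over the list alone. The G2/M call of limma's camera was lost without control library 2 (adjusted p = 0.17), control library 3 (0.26), CSE library 1 (0.074) or CSE library 2 (0.21), with no scaling beyond the total count (0.11), with the mean of the muscle markers as a covariate (0.063), and with the nearest Reactome pathway, chosen after the result was seen, in place of the list (0.80). With the muscle covariate the median of the G2/M list went from 0.0794 to 0.0929, although the call was lost. The S phase list passed as Down without CSE library 2 (adjusted p = 0.022 from limma's camera at the preset correlation of 0.01). Its estimated correlation over all 6 libraries was 0.25, with which limma's camera gave an adjusted p of 0.99 on all 6 libraries. The paper states that pathways of T-cell apoptosis and of the G2/M transition changed, and from this it proposes that checkpoint control was active.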

To better understand the molecular mechanisms through which CSE influences these pathways, we constructed a drug–pathway–gene network (Figure 10D and Figure S4B). The analysis revealed that CSE downregulated genes across three inhibited pathways while upregulating genes across three activated pathways. These complex interactions underscore the multifaceted nature of CSE’s compounds, which modulate various molecular targets involved in its anticancer effects.

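The network in Fig. 10D draws 55 genes, 25 as lower and 30 as higher after CSE treatment, and each of the 55 had the direction drawn and a fold change over 1.2 in these counts. The study chose these genes on the same libraries by direction and fold change, so this tally is not independent evidence of the direction. The lower genes ran from −2.70 to −0.27 on the log2 scale with a median of −0.32, and the higher genes from 0.27 to 0.97 with a median of 0.40. Of the 17 genes drawn under cell cycle checkpoint signaling, 4 had an unadjusted p under 0.05 in edgeR, Chek2, Dtl, Dgkz, a diacylglycerol kinase, at −0.35 (SE 0.14) and the ubiquitin ligase Trim39 at −0.58 (SE 0.26). Of the 12 under the G2/M transition, 3 did, led by Fhl1, a LIM protein abundant in muscle, with Dtl and Trim39. Of the 6 under T cell apoptosis 1 did, Nfkbid, while Zc3h8, a zinc finger repressor, had −0.29 (SE 0.15) and the metalloprotease Adam8 −0.36 (SE 0.21).
Of the 24 genes drawn under TNF signaling, 5 had an unadjusted p under 0.05, among them Tsc22d1, the transcription factors Bhlhe40 at 0.39 (SE 0.16) and Klf4 at 0.41 (SE 0.18), and Ier5 at 0.27 (SE 0.12). Of the 4 under type I interferon signaling 2 did, Mavs and the macrophage elastase Mmp12 at 0.67 (SE 0.26), whose 3' end lies opposite exons of Mmp1b, while the kinase Tbk1 had 0.34 (SE 0.18) and the deubiquitinase Usp27x 0.62 (SE 0.56). Neither gene drawn under T cell co-stimulation passed. In total 13 of the 55 genes had an unadjusted p under 0.05 with edgeR and 11 with DESeq2, and 0 had an adjusted p under 0.05 with edgeR against 1 with DESeq2, Fhl1. For 15 of the 55 the CSE and control libraries did not overlap. Fhl1 stood at 19.7, 3.55 and 7.97 CPM in control libraries 1, 2 and 3 and 1.28, 0.435 and 3.06 CPM in CSE libraries 1, 2 and 3. The muscle markers averaged 3.49, 2.97 and 1.85 log2 CPM in control libraries 1, 2 and 3 and 0.15, 1.42 and 1.84 in CSE libraries 1, 2 and 3 (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allow), with control library 3 and CSE library 3 nearly level.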

## 3. Discussion

Natural products have long been recognized for their therapeutic potential, particularly due to their multi-compound nature, which allows them to target multiple biological pathways simultaneously [19]. This multi-target approach is highly advantageous in treating complex diseases like cancer, where single-target therapies may be limited by drug resistance and side effects. The diversity of bioactive compounds in natural products enables them to modulate various molecular mechanisms, contributing to their effectiveness as anticancer agents [20]. Recently, network pharmacology has experienced rapid advancements. By constructing networks that map the interactions between multiple compounds and their potential targets, network pharmacology enables a comprehensive analysis of how each component contributes to the overall therapeutic effects. This approach is particularly valuable for understanding the complex mechanisms of natural products, as it can reveal the synergistic effects of multiple compounds acting on diverse biological pathways [21,22].

Cancer presents a complex therapeutic challenge, especially CRC, which has high rates of recurrence and resistance to conventional treatments [23]. This complexity underscores the potential value of multi-targeted therapies that can address various aspects of tumor growth, survival, and immune evasion [24]. In this study, we aimed to explore the anticancer effects of CSE against CRC by identifying bioactive compounds and elucidating their mechanisms through a combination of network pharmacology and experimental validation. Our findings demonstrate that CSE exhibits significant anticancer activity, potentially mediated through the modulation of multiple cellular pathways and targets, which supports its potential as a therapeutic agent for CRC. Through network pharmacological analysis, we identified key pathways and targets affected by the major compounds in CSE, providing a mechanistic understanding of its effects. These findings are further corroborated by experimental validation, which highlights the CSE’s capability to inhibit tumor growth and modulate cancer cell signaling. Our network pharmacology analysis identified key molecular pathways potentially modulated by CSE, which guided the selection of specific targets for experimental validation. The experimental results generally supported the predictions, particularly in the inhibition of cell proliferation and the regulation of apoptosis and cell cycle pathways. These findings were consistent with the predicted molecular targets, including PI3K/AKT, STAT3, and MAPKs. However, some discrepancies were observed between the network predictions and experimental results, likely due to the complexity of natural product mixtures and the limitations of network pharmacology in capturing all relevant interactions and targets. Nevertheless, the evidence suggests that CSE, as a multi-target agent, holds promise for overcoming the challenges associated with single-target therapies and improving treatment outcomes for CRC patients.

Our study identified a wide range of bioactive compounds within CSE that contribute to its multi-target anticancer effects. These compounds include flavonoids, lignans, and phenolic compounds, each potentially acting on different molecular targets involved in cancer progression. Brazilin, brazilein, sappanchalcone, and protosappanin B are known to inhibit cell proliferation, targeting cell cycle and apoptosis pathways [25,26,27]. 3′-O-methylcatechin and 4′-O-methylcatechin, as catechin derivatives, could offer antioxidant and anti-inflammatory effects, potentially reducing oxidative stress in cancer cells [28]. Lyoniresinol regulates the Akt/GSK-3β/Nrf2 signaling pathway [29]. These bioactive compounds contribute to the multifaceted anticancer effects observed, which are particularly advantageous in CRC, a disease characterized by its complexity and resistance to conventional treatments. Brazilin, protosappanin B, and sappanchalcone appeared at higher concentrations, whereas 10,11-dihydroxydracaenone C, 4′-O-methylbrazilin, and tricin were detected in lower concentrations. Although these minor compounds are less abundant, the combination of flavonoids, lignans, and phenolic compounds in CSE suggests the potential for synergy commonly observed in natural products, where individual components may enhance each other’s effects. Therefore, we included all identified compounds in the subsequent network pharmacology and pathway analyses to gain a comprehensive understanding of how these compounds interact with various cellular targets and pathways. The observed inhibition of key oncogenic pathways, such as PI3K/AKT, STAT3, and MAPK, aligns with CSE’s demonstrated effects on cancer cell proliferation in our experimental models. Although quantitative analysis of the components in CSE was not performed, we present for the first time a qualitative assessment of its components using a metabolomics profiling approach. This method enabled the identification of key metabolites within the extract, providing a foundational understanding of its chemical composition.

In this study, we investigated the targets identified through network pharmacology for experimental validation and the antitumor potential of CSE in the CRC model. Our results showed that CSE significantly inhibited cell viability and proliferation, mainly by inducing apoptosis. Apoptosis, a programmed cell death mechanism crucial for eliminating cancer cells, plays a critical role in its anticancer mechanism [30]. In addition, CSE altered the expression of cell cycle regulatory proteins. The downregulation of XIAP, cyclin D1, and CDK2, coupled with the upregulation of p21, indicates that CSE might exert its antiproliferative effects by interfering with cell cycle progression. By promoting the expression of p21, CSE could be contributing to cell cycle arrest at the G1/S checkpoint. Additionally, the observed decrease in mRNA levels of cell-cycle-promoting genes, such as *CCND2*, *CDK2*, and *CDK1*, and the increase in cell-cycle-arrest-related genes, like *CDKN1A* and *CDKN2B*, further supports the mechanism by which CSE induces cell cycle arrest. The induction of cell cycle arrest by CSE treatment may ultimately lead to apoptosis. In addition to these findings, we observed that CSE significantly inhibited STAT3 phosphorylation at both tyrosine and serine residues in HCT 116 cells, although its inhibitory effect on tyrosine phosphorylation could not be confirmed in COLO 205 cells. This selective inhibition might be due to the low endogenous levels of STAT3 tyrosine phosphorylation in COLO 205 cells. Given the role of STAT3 in promoting tumor growth and survival [31], its inhibition by CSE highlights a potential mechanism through which CSE exerts its antitumor effects. Furthermore, we examined the effects of CSE on AKT and MAPK signaling pathways. While the MAPK pathways showed minimal changes in response to CSE treatment, the AKT pathway exhibited a decrease in phosphorylation, suggesting that CSE may inhibit cell survival signals mediated by AKT, thereby promoting apoptosis and cell cycle arrest. In addition, the increased expression of HO-1 suggests that CSE induces a cellular stress response. This response could help maintain protein homeostasis under stress, potentially contributing to cancer cell death [32]. However, further research is needed to fully understand the mechanisms by which HO-1 influences apoptosis and cell cycle arrest.

With the growing importance of tumor immune responses and the tumor microenvironment [33], we investigated the expression changes related to cancer inflammation and immunity crosstalk. Cancer immunity is crucial in controlling tumor growth and progression, as it impacts both inflammatory responses and immune signaling pathways within the tumor microenvironment [34]. Although our results exclusively measured the expression of inflammation- and immunity-related genes within the cancer cells, the effects of CSE on cancer-related inflammation and immune responses may contribute to its potential anticancer effects by modifying the tumor microenvironment and immune interactions. Further verification, such as through co-culture systems with immune cells would be required to confirm the involvement of immune cells in CSE’s anticancer effects. Our in vivo analysis confirmed the effectiveness of CSE in reducing tumor progression. This highlights the importance of in vivo validation, as it allows us to observe the therapeutic effects of CSE within a more complex biological environment that closely mimics the tumor microenvironment found in patients [35]. While network pharmacology is a valuable tool for identifying potential targets and pathways, this study has several limitations. Network pharmacology relies on available databases and known molecular interactions, which may not fully capture all potential targets. The complex nature of CSE’s bioactive compounds presents challenges in identifying which specific compounds or combinations are most effective. Although the current analysis emphasizes the potential multi-target therapeutic effects of the extract as a whole, a component-specific network analysis could provide more detailed insights into the roles of individual compounds. Future research should focus on isolating these compounds and examining their individual effects, as well as their potential synergistic interactions, to optimize the therapeutic application of CSE.

## 4. Materials and Methods

### 4.1. Chemicals and Reagents

Rosewell Park Memorial Institute (RPMI) 1640 medium, Dulbecco’s modified Eagle’s medium (DMEM), fetal bovine serum (FBS), and Dulbecco’s phosphate-buffered saline (DPBS) were obtained from Corning (Corning, NY, USA). Trypsin-EDTA solution and penicillin/streptomycin were from Gibco (Grand Island, NY, USA).

### 4.2. Preparation of Plant Extract

*C. sappan* L., collected from Indonesia, was registered as a voucher specimen (Registration Number: DK008) and identified by Prof. Bonglee Kim from Kyung Hee University. The dried and ground heartwood of *C. sappan* L. (200 g) was extracted three times with 2 L of 99% ethanol (Duksan, Gyeonggi-do, Republic of Korea) at a 10:1 (v/w) ratio of 99% ethanol to *C. sappan* L for 1 day. The solution was filtered through Whatman filter paper and evaporated using a rotary evaporator (Eyela, Tokyo, Japan). Finally, the extracted solution was freeze-dried and lyophilized, yielding 1.16 g with an extraction yield of 0.58%.

### 4.3. UHPLC-QTOF MS/MS Analysis for the Chemical Profile of CSE

A UHPLC system (Vanquish, Thermo Fisher Scientific, Sunnyvale, CA, USA) was interfaced with a TripleTOF5600^+^ mass spectrometer (Sciex, Foster City, CA, USA) equipped with a Turbo-V IonSpray. An electrospray ionization source in the negative and positive ion modes was utilized to identify components. The parameters were as follows: mass range, 50–1800 m/z; ion spray voltage, 4.5 kV; source temperature, 550 °C; declustering potential, 50 V; nitrogen, nebulizer gas at 50 L/min; heater gas, 50 L/min; curtain gas, 25 L/min; and collision energy, 10 eV. The gradient conditions for chromatographic separation using 0.1% formic acid in water as eluent A and 0.1% formic acid in acetonitrile as eluent B were as follows: 0–2 min, 5% B; 2–5 min, 5–15% B; 5–12 min, 15–35% B; 12–18 min, 35–50% B; 18–20 min, 50–100% B; 20–25 min, 100% B; and equilibration with 5% B for 4 min at a flow rate of 0.4 mL/min. The temperature of the column was 40 °C, and the auto-sampler was maintained at 4 °C. The injection volume of each sample was 2 μL. The MS/MS data for qualitative analysis were processed to identify and confirm components in CSE.

### 4.4. Network Pharmacology

Target genes of *C. sappan* L. were obtained from two databases: SEA (http://sea.bkslab.org, accessed on 27 June 2024) and STP (http://www.swisstargetprediction.ch, accessed on 27 June 2024). A total of 625 CRC-related targets were collected in GeneCards (https://www.genecards.org, accessed on 17 July 2024) with the filtering criteria of ‘relevance score > 15’, DisGeNeT (https://www.disgenet.org/search, accessed on 17 July 2024) with ‘score_gda ≥ 0.35’, and CTD (https://ctdbase.org, accessed on 17 July 2024) with ‘inference score > 60’. Venny 2.1.0 (https://bioinfogp.cnb.csic.es/tools/venny, accessed on 17 July 2024) was used to draw a Venn diagram. Cytoscape 3.10.2 software was used to construct a network to connect compounds of *C. sappan* L. with the selected 87 target genes. The STRING database was used to construct the protein and PPI network. Pathway enrichment analysis was performed with the gene sets of GO terms of the BPs, CCs, and MFs and the KEGG using the bioinformatics resource DAVID (https://david.ncifcrf.gov, accessed on 24 July 2024).

### 4.5. Cell Culture and CSE Treatment

Human colon cancer HCT 116 and KM12SM cells were obtained from the Korean Cell Line Bank (Seoul, Republic of Korea). Human colon cancer HT-29 and COLO 205 cells were obtained from the American Type Culture Collection (Manassas, VA, USA). Murine colon cancer MC38 cells were obtained from ABM (Richmond, BC, Canada). HCT 116, KM12SM, HT-29, and COLO 205 cells were grown in RPMI medium, and MC38 cells were grown in DMEM, supplemented with 10% heat-inactivated FBS, 100 units/mL penicillin, and 100 μg/mL streptomycin. Cells were maintained at 37 °C in a humidified atmosphere with 5% CO_2_. Cells were treated with various concentrations of CSE for 24 or 48 h. In all cell experiments, the concentration of dimethyl sulfoxide was maintained at 0.03%.

### 4.6. Cell Proliferation Assay

HCT 116, KM12SM, HT-29, and COLO 205 cells (1 × 10^4^ cells/well) were seeded onto a 96-well plate. The next day, cells were treated with various concentrations of CSE for 48 h. Cell proliferation was determined by measuring the cellular ATP levels using CellTiter-Glo 2.0 (Promega, Madison, WI, USA) and dehydrogenase activities using Cell Counting Kit-8 (CCK-8, Dojindo, Tokyo, Japan). The luminescence of the CellTiter-Glo reagent and the absorbance of the CCK-8 reagent (450 nm) were recorded by a Spectramax i3 microplate reader (Molecular Devices, San Jose, CA, USA). Dose–response curves were generated to calculate the IC_50_ values of CSE using GraphPad Prism 9 (San Diego, CA, USA).

### 4.7. Analysis of Cell Apoptosis by Flow Cytometry

Cell apoptosis was performed by flow cytometry. Briefly, HCT 116 and COLO 205 cells were seeded at a density of 5 × 10^5^ cells/well onto a 6-well plate and incubated overnight. Various concentrations of CSE were treated with CSE for 24 and 48 h. Subsequently, cells were stained with Annexin V-FITC and 7-AAD for 15 min in the dark. The cells were detected using a BD LSRFortessa™ X-20 flow cytometer (BD Biosciences, San Diego, CA, USA). The rate of Annexin V-FITC-positive cells, which means the apoptotic rate, was analyzed using Flowjo 10.0 software (BD Biosciences).

### 4.8. Measurement of Caspase-3/7 Activity

The induction of apoptosis was evaluated by measuring the caspase-3/7 activity with the Caspase-Glo 3/7 Assay Kit (Promega). Briefly, HCT 116 and COLO 205 cells were seeded at a density of 1 × 10^4^ cells/well onto 96-well plates and allowed to adhere overnight. The cells were treated with various concentrations of CSE for 48 h. Caspase-3/7 reagent was added to each well and incubated for 1 h at room temperature in the dark. The luminescence was measured using a Spectramax i3 microplate reader. The data were expressed as fold change to the untreated cells.

### 4.9. Protein Extraction and Proteome Array Analysis

HCT-116 and COLO 205 cells were seeded at a density of 5 × 10^5^ cells/well onto a 6-well plate and incubated overnight. The cells were exposed to various concentrations of CSE for 24 and 48 h. Cell lysates were prepared using Cell Lysis Buffer II (Invitrogen, Carlsbad, CA, USA), supplemented with Halt™ Protease and Phosphatase Inhibitor Cocktail (Thermo Fisher Scientific, Waltham, MA, USA). Protein concentrations were determined with a Qubit™ Protein Assay Kit (Invitrogen). The Human Apoptosis Proteome Profiler Antibody Array kit (R&D Systems, Minneapolis, MN, USA) was used to simultaneously confirm the relative expression levels of multiple apoptosis-related proteins from HCT 116 and COLO 205 cells after CSE treatment (30 μg/mL). The blots were developed using Clarity ECL Western Blotting Substrates (Bio-Rad, Hercules, CA, USA) and visualized using an ImageQuant LAS 4000 mini (GE Healthcare, Chicago, IL, USA).

### 4.10. Western Blotting

The protein samples were prepared in 4× LDS sample buffer (Invitrogen) and 10× sample reducing agent (Invitrogen) and then heated at 75 °C for 10 min. The samples were separated on 10 or 12% Bis-Tris gels in MOPS SDS running buffer and transferred onto a 0.2 μm nitrocellulose membrane (Invitrogen) using the SureLock Tandem Transfer System (Thermo Fisher Scientific). The membrane was blocked with EzBlock Chemi (ATTO, Tokyo, Japan), incubated with primary antibodies overnight, and finally incubated with secondary antibodies conjugated with horseradish peroxidase. The bands were developed using EzWestLumi Plus (ATTO) and visualized using an ImageQuant LAS 4000 mini.

### 4.11. Quantitative RT-PCR (qRT-PCR)

HCT 116 cells were seeded at a density of 5 × 10^5^ cells/well onto a 6-well plate and incubated overnight. Total RNA was extracted using the RNeasy Plus Mini Kit (Qiagen, Valencia, CA, USA). The purity and RNA concentration were measured using Nanodrop (Thermo Scientific, Waltham, MA, USA), and 1 μg of RNA was converted to cDNA using the iScript™ Advanced cDNA Synthesis kit (Bio-Rad). The Human Cancer Inflammation & Immunity Crosstalk RT^2^ Profiler PCR Array (PAHS-181Z, Qiagen) was used to profile the expression of 84 key genes. The sequence information of the primers used is shown in Table S1. Gene expression analysis was performed using SsoAdvanced SYBR Green Supermix kit (Bio-Rad) on a Bio-Rad CFX Connect Real-Time System (Bio-Rad) under the following reaction conditions: initial denaturation and enzyme activation at 95 °C for 2 min, followed by 40 cycles of amplification at 95 °C for 5 s and 60 °C for 30 s. Gene expression levels were calculated using the 2^−ΔΔCt^ method and normalized by the housekeeping gene ACTB.

### 4.12. Tumor-Bearing Mice and Treatment

Specific-pathogen-free six-week-old female C57BL/6 mice were purchased from Saeron Bio (Uiwang, Republic of Korea) and acclimated for one week before experimental use. The mice were housed under the following environmental conditions: temperature, 23 °C; humidity, 50%; 12 h light/dark cycle. Animals were fed a standard chow diet (Purina Co., Seoul, Republic of Korea) and provided drinking water ad libitum. All experimental procedures were approved by the Animal Care and Use Committee of the Korea Institute of Oriental Medicine (Approval number: 22-054). MC38 cell tumor-bearing mice were established by subcutaneously inoculating 1 × 10^5^ MC38 cells into the right flank of C57BL/6 mice. The mice were divided into two groups (n = 8/group) when the tumor volume reached >60 mm^3^. CSE was prepared by dissolving it in 1% CMC in DW at a concentration of 20 mg/mL. The mice were administrated 100 mg/kg of CSE daily via oral gavage, while control mice received the same volume of 1% CMC in DW. Tumor volume was measured every 2 to 3 days using calipers and determined by the following formula: ½ × length × width^2^. The body weight of mice was monitored during the experiments.

### 4.13. Hematoxylin and Eosin Staining

Animal tissues were fixed in 10% neutral-buffered formalin (Sigma-Aldrich, St. Louis, MO, USA) for 2 days and processed into paraffin blocks. Paraffin-embedded sections (4 μm thick) were stained with hematoxylin and eosin. The stained slides were cover-slipped using Leica MM24 mounting medium (Leica Biosystems, Richmond, IL, USA) and scanned using Pannoramic DESK (3DHistech, Budapest, Hungary).

### 4.14. Differential Gene Expression (DEG) Analysis

RNA sequencing data were processed to identify differentially expressed genes (DEGs) between CSE-treated and control groups. The RNA for transcriptomic analysis was extracted from a single tumor per treatment group. The raw counts were normalized, and DEG analysis was performed using the DESeq2 package in R. DEGs were determined based on an adjusted *p*-value threshold of <0.05 and a log_2_ fold change (log_2_FC) threshold of ±1. Volcano plots were generated to visualize the DEGs, highlighting significantly upregulated and downregulated genes.

### 4.15. Gene Set Enrichment Analysis (GSEA)

To explore the biological pathways influenced by the DEGs, GSEA was conducted using the fgsea package in R. Enrichment analysis was performed on ranked gene lists to identify significantly enriched pathways with false discovery rate (FDR) < 0.25. Enriched pathways were visualized to assess the involvement of key cellular processes, such as apoptosis, immune response, and cell cycle regulation.

### 4.16. Network Visualization

To investigate the molecular mechanisms and interactions of DEGs, a drug–pathway–gene interaction network was constructed. EnrichR was employed to perform functional enrichment analysis, and Cytoscape was used to visualize the network of upregulated and downregulated DEGs across key pathways. This network provided insights into the complex interactions between CSE-regulated genes and their associated cellular processes.

### 4.17. Statistical Analysis

Statistical analyses were performed using GraphPad Prism 9 software. Data with error bars represent the mean ± standard deviation (SD), except for tumor volume, which is represented by the standard error of the mean (SEM). Statistical analysis of significance was based on a two-tailed Student’s *t*-test. A value of *p* < 0.05 was chosen as the criterion for statistical significance.

## 5. Conclusions

Our study provides compelling evidence for the multi-target anticancer potential of CSE in treating CRC. By combining network pharmacology and experimental approaches, we have enhanced the understanding of how CSE interacts with CRC-specific cellular processes, which may include the modulation of apoptotic and proliferative pathways. Further studies are needed to translate these findings into clinical applications, but the therapeutic promise of natural products like CSE remains strong and may pave the way for innovative treatments in oncology.

## Figures and Tables

**Figure 1:**
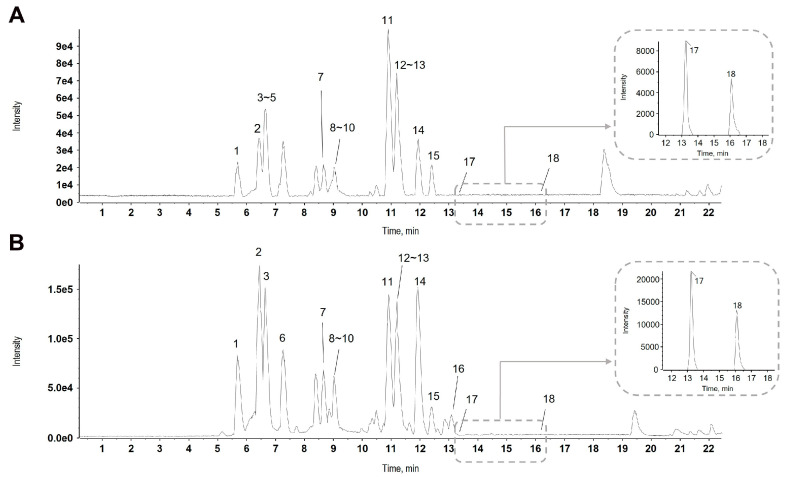
The representative base peak chromatogram (BPC) of the ethanol extract of *Caesalpinia sappan* L. (CSE) was obtained using LC-ESI-QTOF MS/MS analysis in positive (**A**) and negative (**B**) ion modes. 1: 3′-O-methylcatechin, 2: brazilin, 3: protosappanin B, 4: chrysophanol, 5: dihydroxyxanthone, 6: 4′-O-methylcatechin, 7: lyoniresinol, 8: 3′-O-methylbrazilin, 9: brazilein, 10: sappanone B, 11: sappanchalcone, 12: 5,7,4′-tri-O-methylcatechin, 13: sappanone A, 14: 5,7,3′-tri-O-methyl (-)-epicatechin, 15: brazilane, 16: 10,11-dihydroxydracaenone C, 17: 4′-O-methylbrazilin, and 18: tricin. The extracted ion chromatograms of compounds 17 and 18 are shown above each BPC.

**Figure 2:**
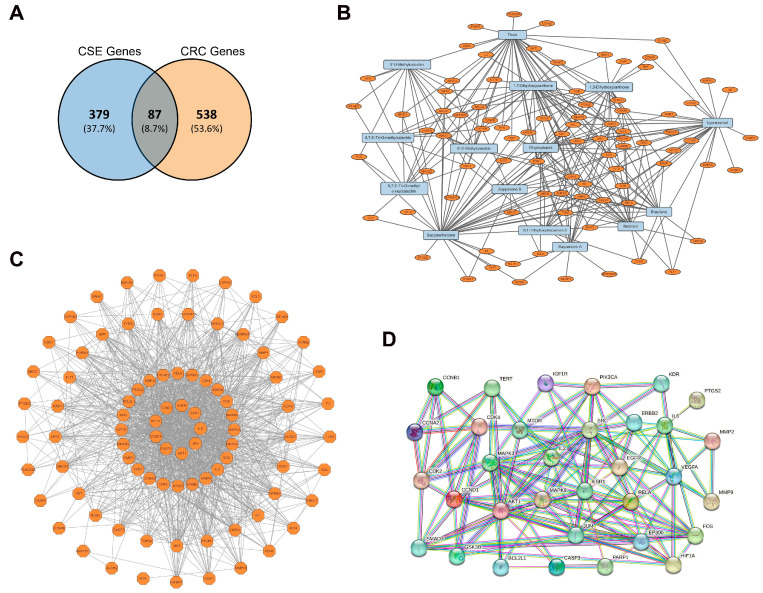
Network pharmacological analysis of *C. sappan* L. (**A**) Venn diagram for 466 target genes of CSE and 625 CRC-related genes. Eighty-seven genes were common. (**B**) Network of compounds and target genes of CSE. Each node represents either a compound or a target gene, and the edges represent interactions between these compounds and genes. (**C**) Protein–protein interaction (PPI) of the common 87 target genes. The 33 genes in the inner circle have more or stronger connections with other genes. (**D**) STRING analysis of the PPI network of selected 33 target genes.

**Figure 3:**
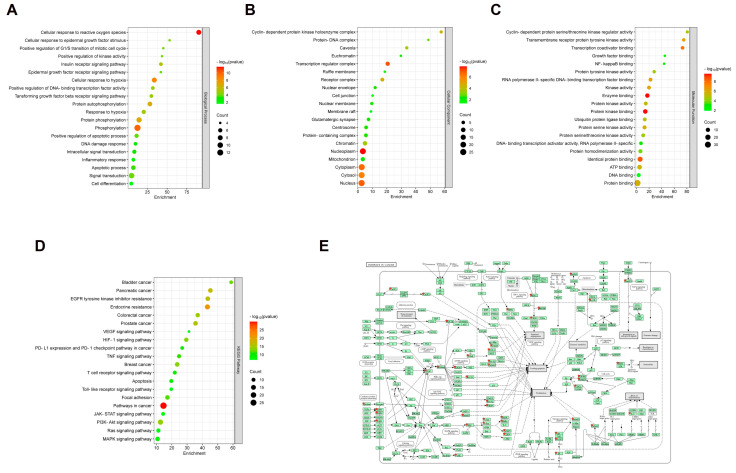
Pathway enrichment analysis for the 33 target genes of *C. sappan* L. (**A**) The Gene Ontology (GO) biological process (BP) gene sets, (**B**) GO cellular component (CC) gene sets, (**C**) GO molecular function (MF) gene sets, and (**D**) the Kyoto Encyclopedia of Genes and Genomes (KEGG) gene sets. (**E**) Pathways in cancer involved in cell cycle regulation, apoptosis, and signal transduction.

**Figure 4:**
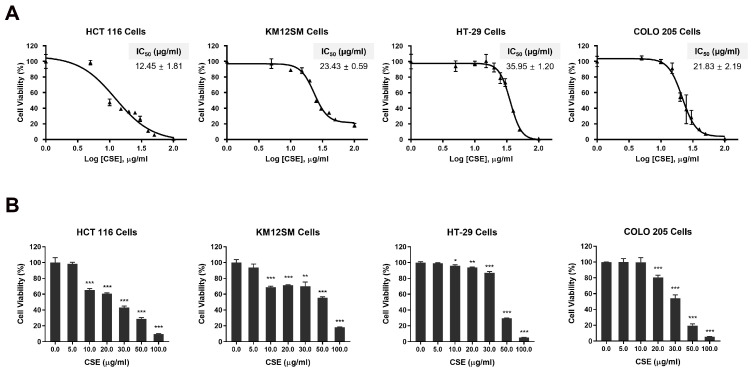
Inhibitory effect of CSE on the cell proliferation of human CRC cell lines. (**A**) The determination of ATP levels in HCT 116, KM12SM, HT-29, and COLO 205 cells. Cells were treated with CSE (0–100 μg/mL) for 48 h. ATP levels were assessed using CellTiter-Glo 2.0. The dose–response curves and half-maximal inhibitory concentration (IC_50_) values are determined. (**B**) The effect of CSE on cell proliferation of CRC cells. Cells were treated with CSE (0–100 μg/mL) for 48 h. Cell viability was assessed through a Cell Counting Kit-8 assay (CCK-8). * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001, compared to the control (0 μg/mL) group.

**Figure 5:**
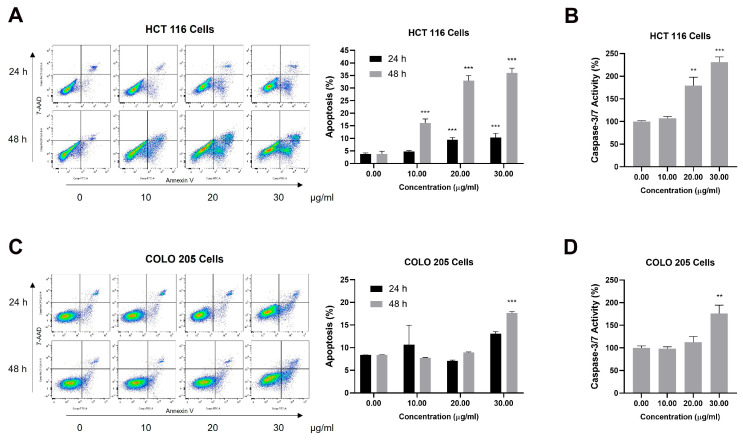
Effect of CSE on apoptosis induction in HCT 116 and COLO 205 cells. (**A**) Flow cytometric analysis and apoptosis percentage of HCT 116 cells stained with Annexin V/7-AAD after 24 h and 48 h of CSE treatment. The apoptotic rate means the rate of Annexin V-positive cells. (**B**) The caspase 3/7 activity of HCT 116 cells was evaluated using the Caspase-Glo 3/7 Assay Kit after 48 h of CSE treatment. (**C**) Flow cytometric analysis and apoptosis percentage of COLO 205 cells stained with Annexin V/7-AAD after 24 h and 48 h of CSE treatment. The apoptotic rate means the rate of Annexin V-positive cells. (**D**) The caspase 3/7 activity of COLO 205 was evaluated using the Caspase-Glo 3/7 Assay Kit after 48 h of CSE treatment. Bars represent the mean ± SD (n = 3). ** *p* < 0.01 and *** *p* < 0.001, compared to the control (0 μg/mL) group.

**Figure 6:**
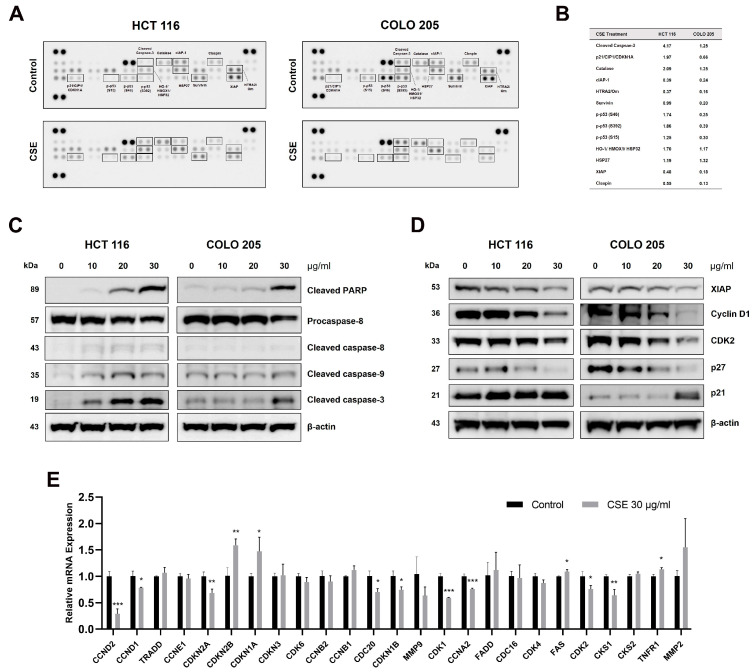
Effect of CSE on apoptosis and cell cycle regulatory proteins in HCT 116 and COLO 205 cells. (**A**) Images of protein array showing the expression of apoptosis-related proteins in control and CSE-treated HCT 116 and COLO 205 cells. Cells were treated with 30 μg/mL CSE for 48 h. (**B**) Quantitative comparison of selected protein levels, shown as average fold-difference relative to control (0 μg/mL), based on duplicates from the protein array. (**C**) The expression levels of apoptotic proteins, including PARP, caspase-8, caspase-9, and caspase-3. (**D**) The expression levels of cell cycle regulatory proteins, including XIAP, cyclin D1, CDK2, p27, and p21. (**E**) Relative mRNA expression of cell-cycle-related genes in control and CSE-treated HCT 116 cells. Bars represent the mean ± SD (n = 3). * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001, compared to the control group.

**Figure 7:**
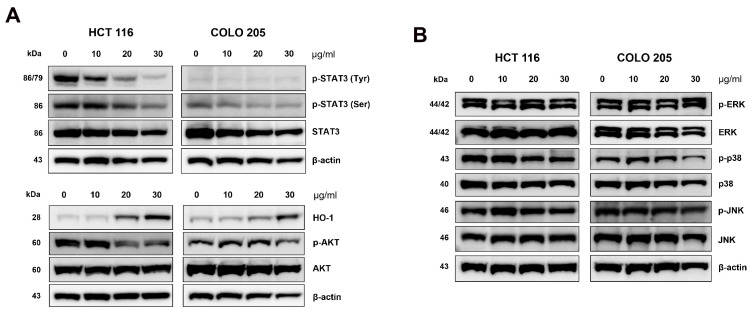
Effect of CSE on STAT3, AKT, and mitogen-activated protein kinase (MAPK) pathways in HCT 116 and COLO 205 cells. (**A**) Protein expression of STAT3 and AKT pathways. (**B**) Protein expression of MAPK pathways, such as ERK, p38, and JNK.

**Figure 8:**
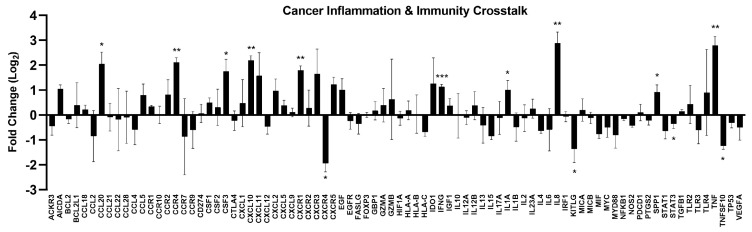
Fold change in gene expression related to cancer inflammation and immunity crosstalk in CSE-treated HCT 116 cells. Cells were treated with CSE (30 μg/mL) for 24 h. Fold change (Log_2_) in expression levels of genes following CSE treatment was calculated relative to control (0 μg/mL) cells. Bars represent the mean ± SD of three independent experiments. * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001, compared to the control group.

**Figure 9:**
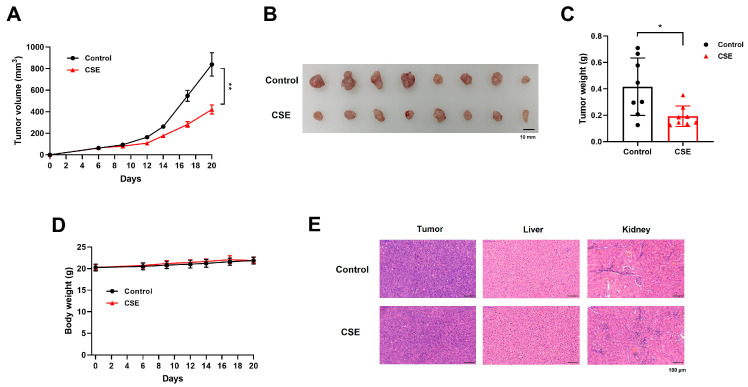
CSE suppressed the tumor growth of the MC38 colorectal tumor. MC38 cells (1 × 10^5^ cells) were inoculated subcutaneously into the right flank of C57BL/6 female mice. Mice were divided into the control and CSE-treated groups (n = 8, each group). One week after injection, CSE was administered daily at a dose of 100 mg/kg via oral gavage, with 1% CMC in DW used as a control. (**A**) Tumor volumes were measured every 3 days after the treatment. (**B**) Tumor images from mice. Scale bar represents 10 mm. (**C**) Tumor weights were shown. (**D**) Body weight changes of MC38-bearing mice. (**E**) Hematoxylin and eosin staining of tumor, liver, and kidney. Scale bar 100 µm. * *p* < 0.05 and ** *p* < 0.01, compared to the control group.

**Figure 10:**
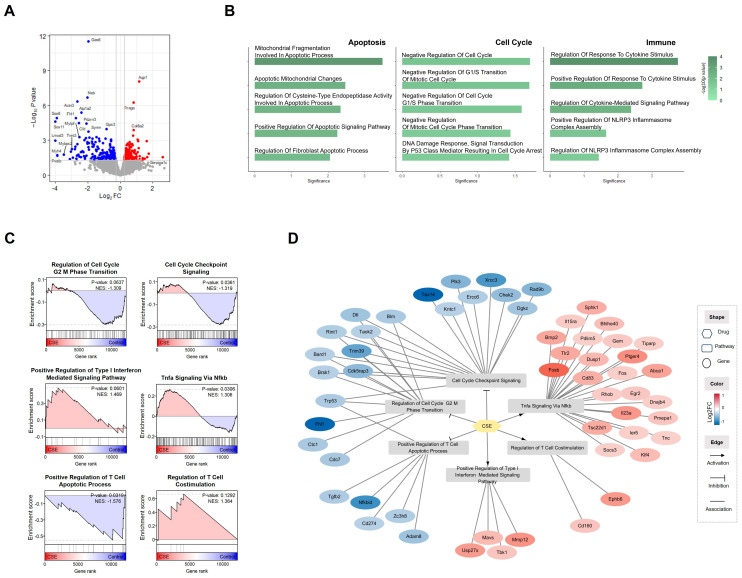
Transcriptomic effects of CSE treatment. (**A**) Volcano plot depicting differentially expressed genes (DEGs) between CSE-treated and control groups. Red points indicate significantly upregulated genes, while blue points represent significantly downregulated genes (|log_2_ fold change (FC)| > 1.2, *p*-value < 0.05). (**B**) EnrichR analysis showing significantly enriched cellular processes. Key processes include apoptosis, cell cycle regulation, and immune response, based on the DEGs from the CSE treatment group. (**C**) Gene Set Enrichment Analysis (GSEA) plots demonstrating the impact of CSE on specific pathways. Cell cycle checkpoint signaling is significantly influenced, with both upregulation and downregulation observed across the ranked gene list. T-cell signaling pathways, including co-stimulation and regulation of apoptosis, are notably enriched. Pathways related to immune responses, such as interferon-mediated signaling and inflammasome assembly, show significant enrichment. (**D**) Drug–pathway–gene interaction network reconstructed using the GSEA results. The network highlights the interactions between CSE-regulated genes (circles), key pathways (squares), and drugs (hexagons). Node colors represent the log_2_ fold change in gene expression, with connections indicating regulatory relationships: arrows signify positive regulation, T-shaped ends indicate negative regulation, and lines represent associations. Only genes with |FC| > 1.2 are included, aligned with the regulatory patterns of the pathways.

**Table 1:** Qualitative analysis and tentative identification of chemical components in CSE by UHPLC-QTOF MS/MS-based chemical profile analysis.

No.	Name	Formula	Mass (Da)	RT (min)	Adduct	Found at Mass (Da)	Error (ppm)	MS/MS Product Ions	Identified with
1	3′-O-Methylcatechin	C_16_H_16_O_6_	304.0947	5.69	[M + H]^+^	305.1019	−0.3	123.0448	*
					[M − H]^−^	303.0872	−0.8	148.0164, 163.0399, 123.0460, 161.0242, 162.0325	
2	Brazilin	C_16_H_14_O_5_	286.0841	6.42	[M + H]^+^	287.0917	1	131.0483, 149.0587, 103.0540, 177.0529	#
					[M − H]^−^	285.0769	0.2	163.0406, 135.0456, 121.0301, 267.0672	
3	Protosappanin B	C_16_H_16_O_6_	304.0947	6.65	[M + H]^+^	305.1020	−0.1	229.0491, 213.0557, 239.0714, 203.0706	*
					[M − H]^−^	303.0875	0.3	231.0667, 230.0586, 243.0668, 255.0665	
4	Chrysophanol	C_15_H_10_O_4_	254.0579	6.66	[M + H]^+^	255.0652	−0.1	153.0691	*
5	Dihydroxyxanthone	C_13_H_8_O_4_	228.0423	6.67	[M + H]^+^	229.0495	−0.3	155.0455, 173.0586, 183.0477	*
6	4′-O-Methylcatechin	C_16_H_16_O_6_	304.0947	7.26	[M − H]^−^	303.0875	0.2	163.0400, 135.0452, 162.0332, 121.0296, 148.0170	*
7	Lyoniresinol	C_22_H_28_O_8_	420.1784	8.62	[M + H]^+^	421.1860	0.8	249.1129	*
					[M − H]^−^	419.1703	−1.9	373.1279, 359.1226, 283.0571	
8	3′-O-Methylbrazilin	C_17_H_16_O_5_	300.0998	8.93	[M + H]^+^	301.1069	−0.6	167.0329, 123.0437, 93.0337, 255.0630	*
					[M − H]^−^	299.0923	−0.7	163.0401, 135.0452, 145.0294, 281.0454	
9	Brazilein	C_16_H_12_O_5_	284.0685	8.99	[M + H]^+^	285.0760	0.8	147.0439, 175.0386, 239.0703, 165.0703	#
					[M − H]^−^	283.0614	0.6	265.0508, 196.0525, 240.0425, 173.0240	
10	Sappanone B	C_16_H_14_O_6_	286.0841	9.05	[M + H]^+^	303.0865	0.6	123.0438, 163.0384, 137.0222	*
					[M − H]^−^	301.0720	0.8	151.0399, 179.0350, 177.0201, 135.0091	
11	Sappanchalcone	C_16_H_14_O_5_	286.0841	10.92	[M + H]^+^	287.0917	0.9	151.0389, 108.0209, 65.0408	*
					[M − H]^−^	285.0770	0.4	134.0374, 161.0242, 148.0163, 269.0454, 133.0295	
12	5,7,4′-Tri-O-methylcatechin	C_18_H_20_O_6_	332.1260	11.2	[M + H]^+^	333.1331	−0.4	No MS/MS	*
					[M − H]^−^	331.1185	−0.8	148.0170, 163.0170, 135.0458, 121.0304	
13	Sappanone A	C_16_H_12_O_5_	284.0685	11.34	[M + H]^+^	285.0756	−0.6	175.0399, 147.0440, 239.0697	*
					[M − H]^−^	283.0612	0	147.0450, 265.0508, 135.0096, 161.0238	
14	5,7,3′-Tri-O-methyl (-)-epicatechin	C_18_H_20_O_6_	332.1260	11.94	[M + H]^+^	333.1334	0.3	123.0436, 159.0423, 138.0675, 77.0379	*
					[M − H]^−^	331.1190	0.7	163.0407, 148.0174, 135.0461, 162.0331	
15	Brazilane	C_16_H_14_O_4_	270.0892	12.41	[M + H]^+^	271.0966	0.4	151.0388, 108.0217, 147.0442	*
					[M − H]^−^	269.0822	0.9	253.0506, 225.0552, 161.0242, 145.0296	
16	10,11-Dihydroxydracaenone C	C_16_H_14_O_4_	270.0892	13.09	[M − H]^−^	269.0819	0	147.0454, 109.0310, 159.0441, 129.0350	*
17	4′-O-Methylbrazilin	C_17_H_16_O_5_	300.0998	13.25	[M + H]^+^	301.1072	0.4	131.0487, 163.0749, 103.0547	*
					[M − H]^−^	299.0923	−0.7	163.0416, 135.0454	
18	Tricin	C_17_H_14_O_7_	330.0740	16.08	[M + H]^+^	331.0815	0.9	316.0579, 315.0512, 273.0394, 98.9851	#
					[M − H]^−^	329.0669	0.7	299.0193, 314.0432, 271.0242, 243.0279	

# In-house MS/MS library and online databases, such as GNPS, MASS bank, or Metlin. * Formula from literature based on Extract MS and isotope mass pattern.

## Data Availability

The original contributions presented in the study are included in the article/Supplementary Materials; further inquiries can be directed to the corresponding author.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/plants14020263/s1: Figure S1: MS/MS spectra of qualitative analysis and tentative identification of chemical components in CSE by UHPLC-QTOF MS/MS-based chemical profile analysis; Figure S2: The higher resolution of Figure 2B,C; Figure S3: The higher resolution of Figure 3E; Figure S4: The higher resolution of Figure 10A,D; Table S1: The sequences of the primers used in qRT-PCR.

# Supplementary material for: An Investigation of the Anticancer Mechanism of Caesalpinia sappan L. Extract Against Colorectal Cancer by Integrating a Network Pharmacological Analysis and Experimental Validation
**Source:** Plants (Basel). 2025 Jan 18;14(2):263. doi: 10.3390/plants14020263
**Supplement:** Supplementary file 1

Supplementary Materials

Figure S1. MS/MS spectra of qualitative analysis and tentative identification of chemical components in CSE by UHPLC-QTOF MS/MS-based chemical profile analysis.

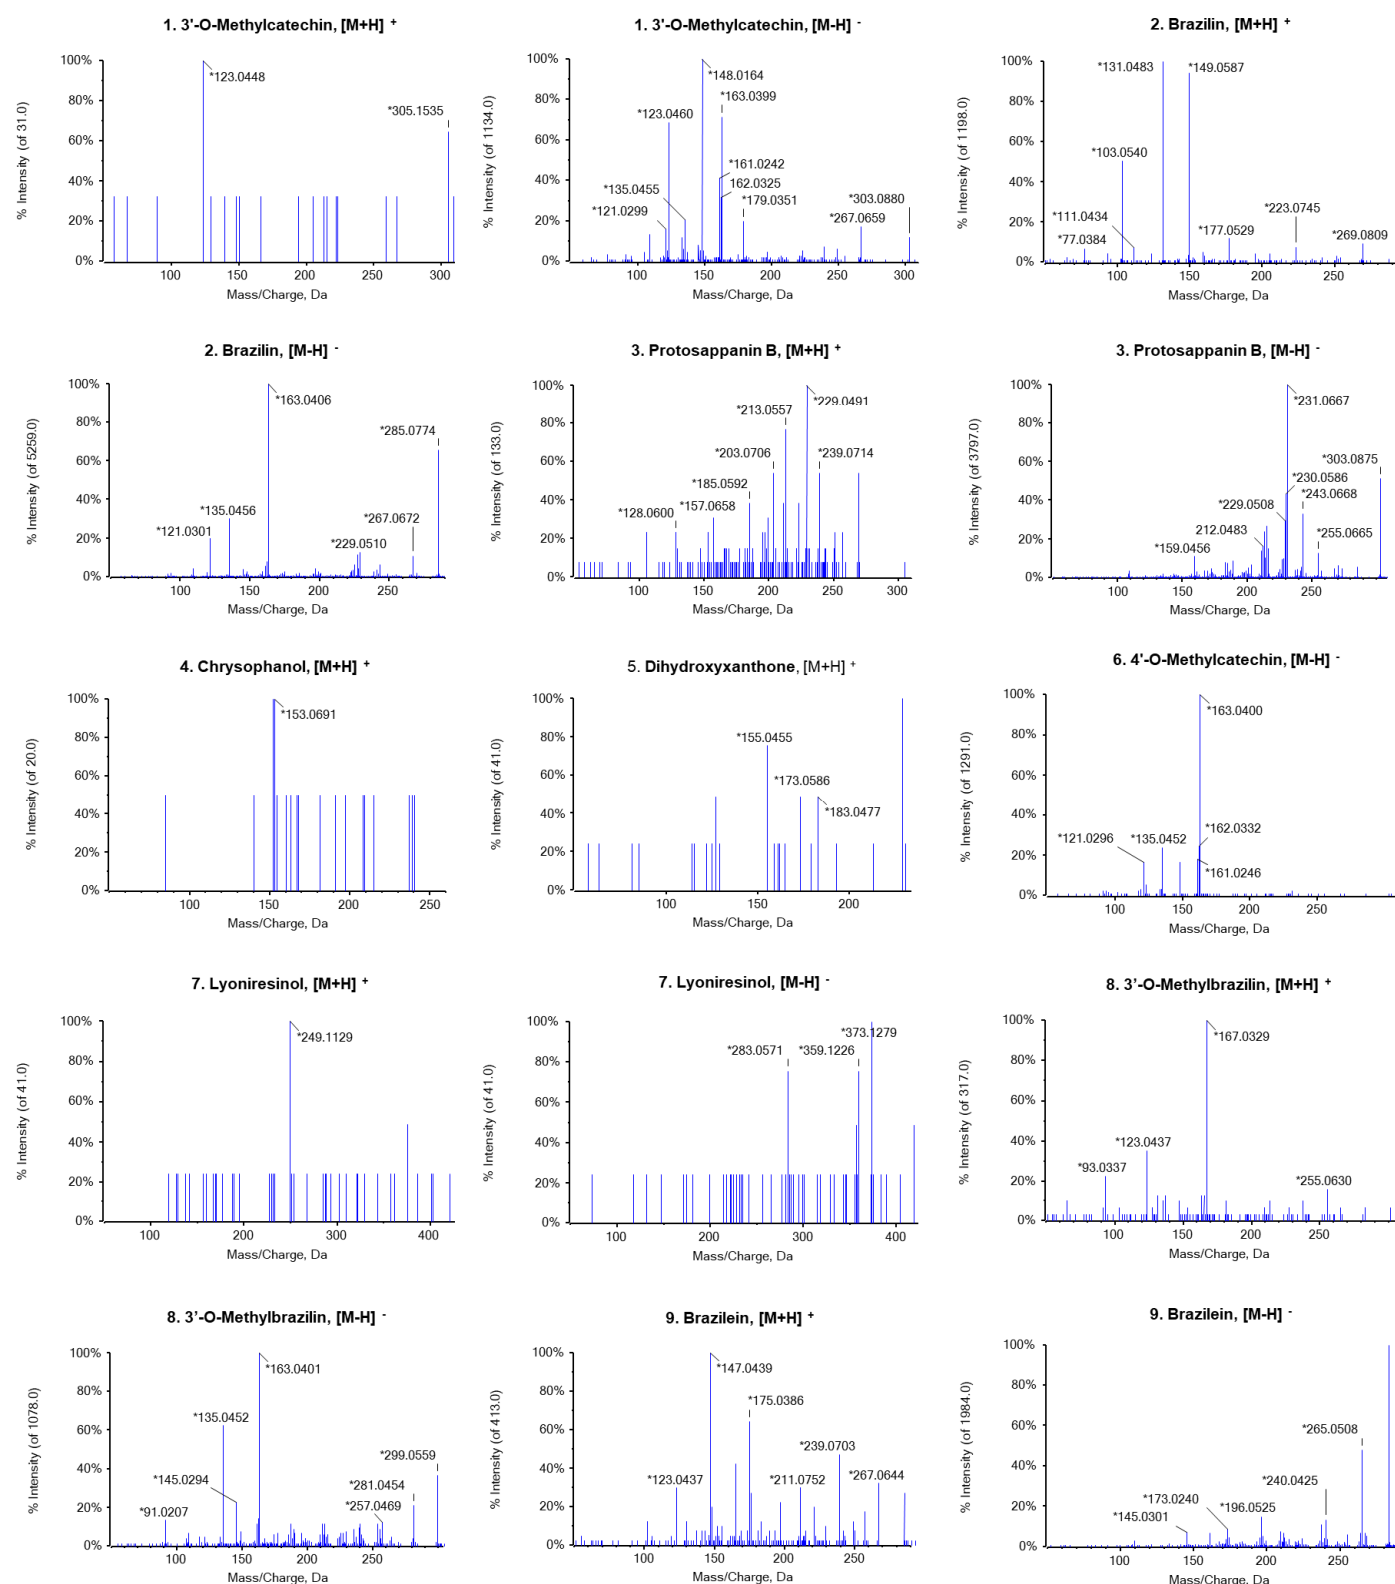

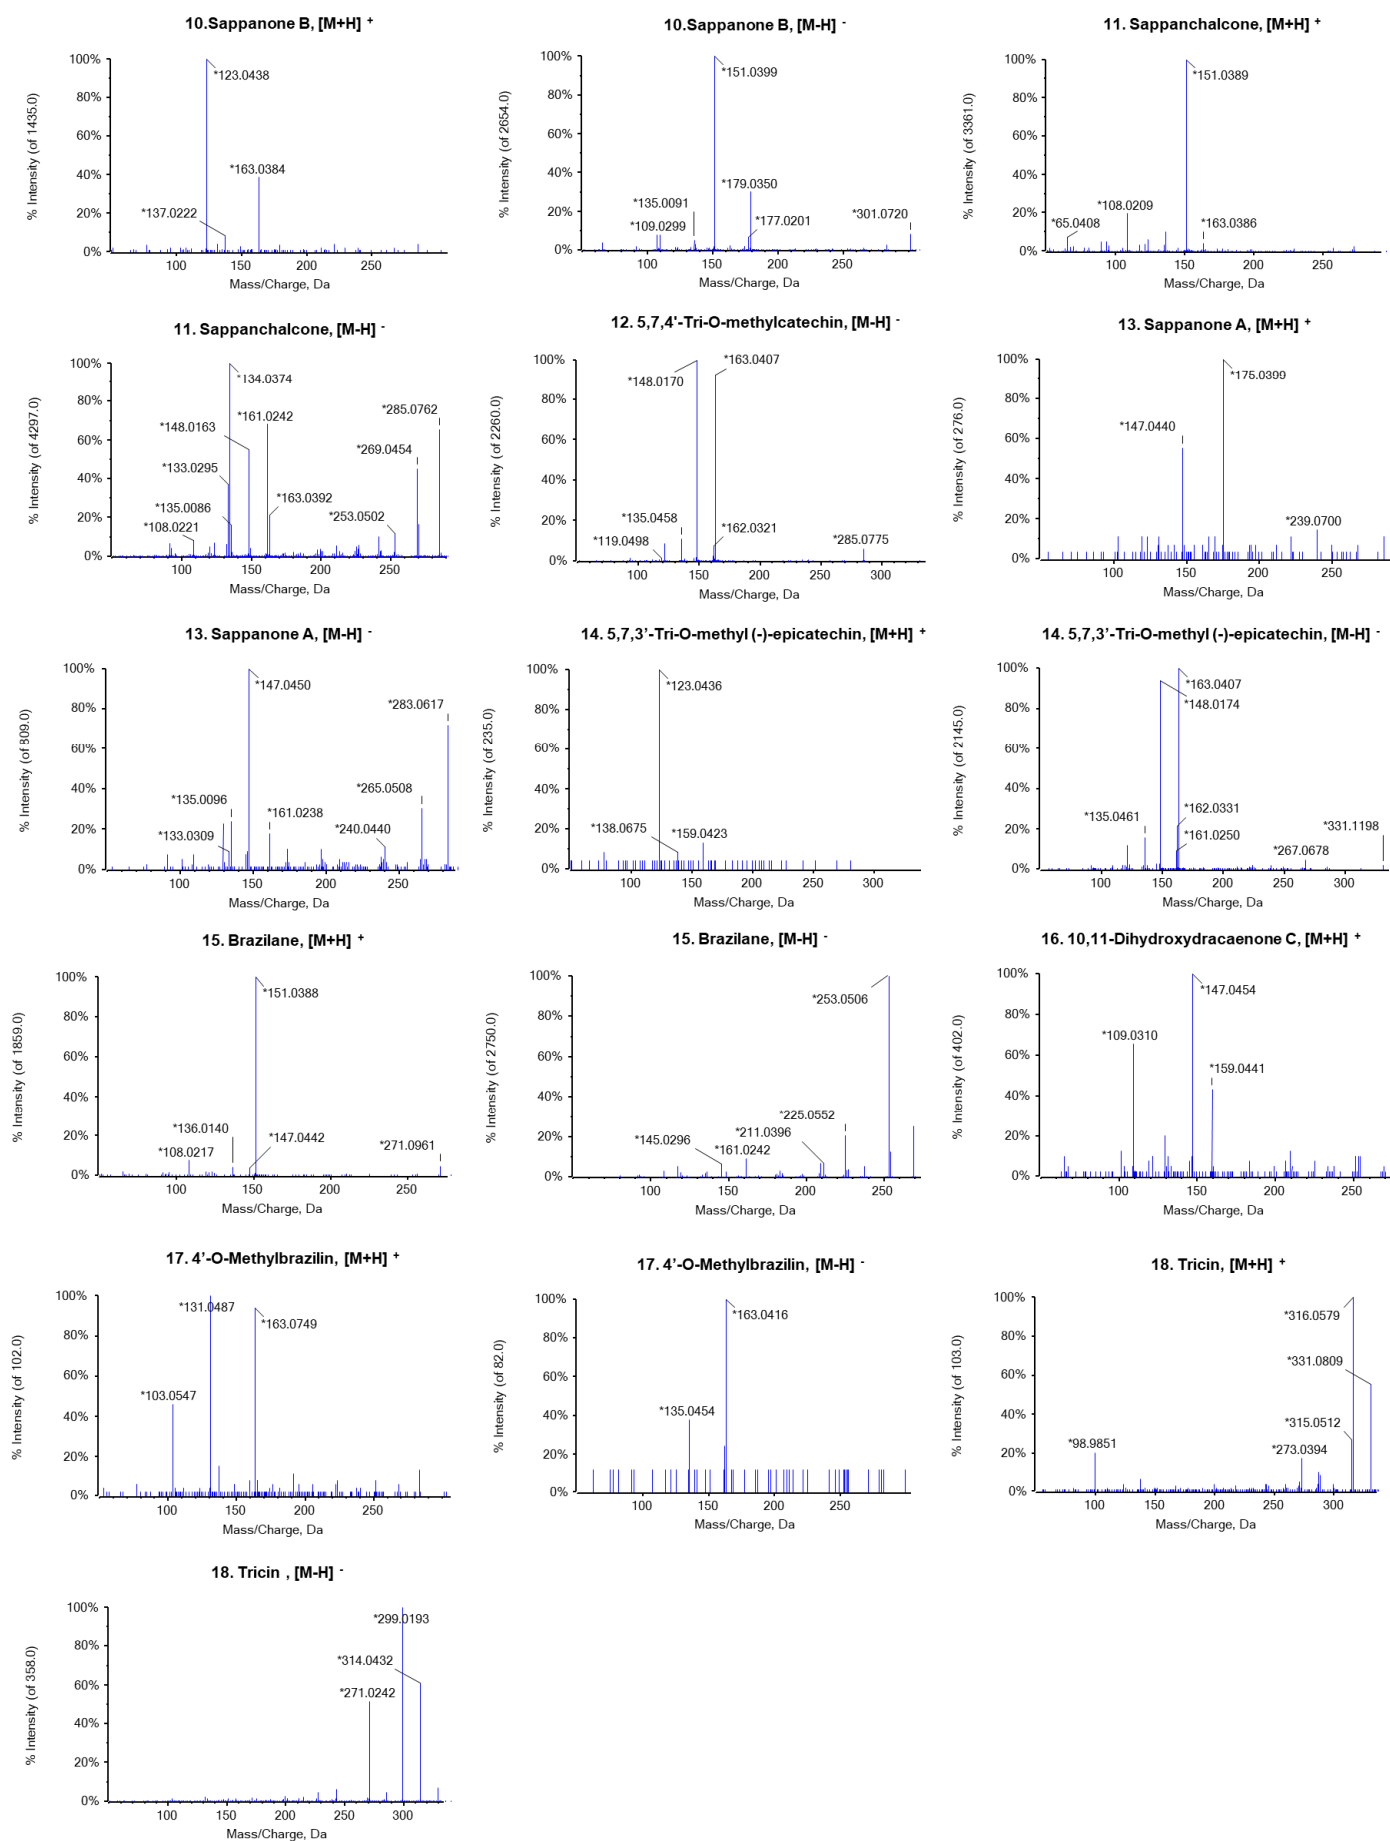

A

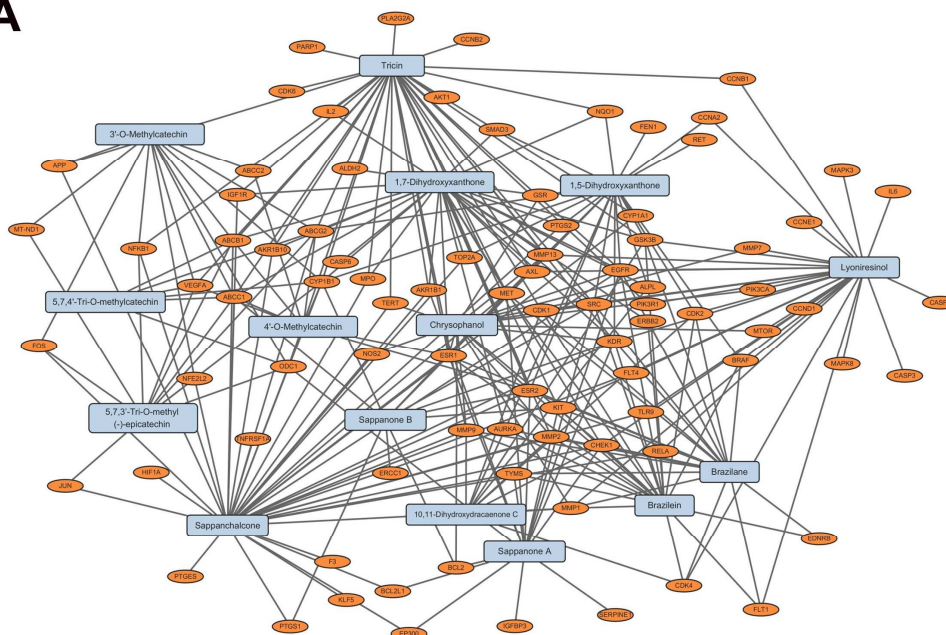

B

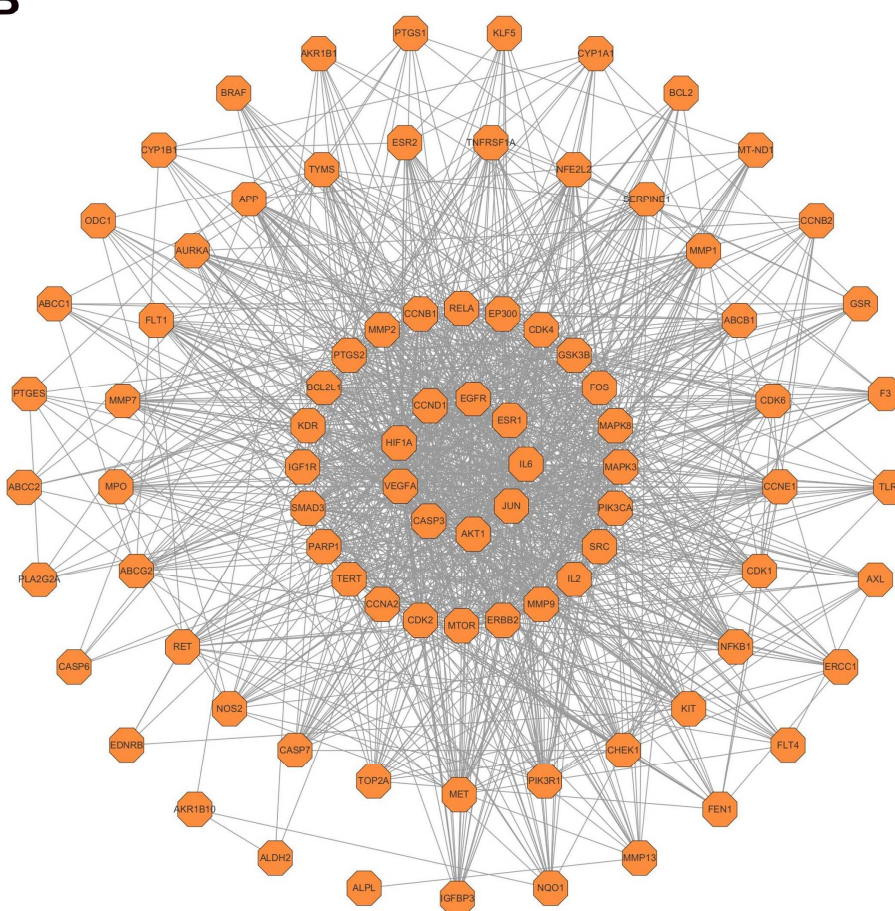

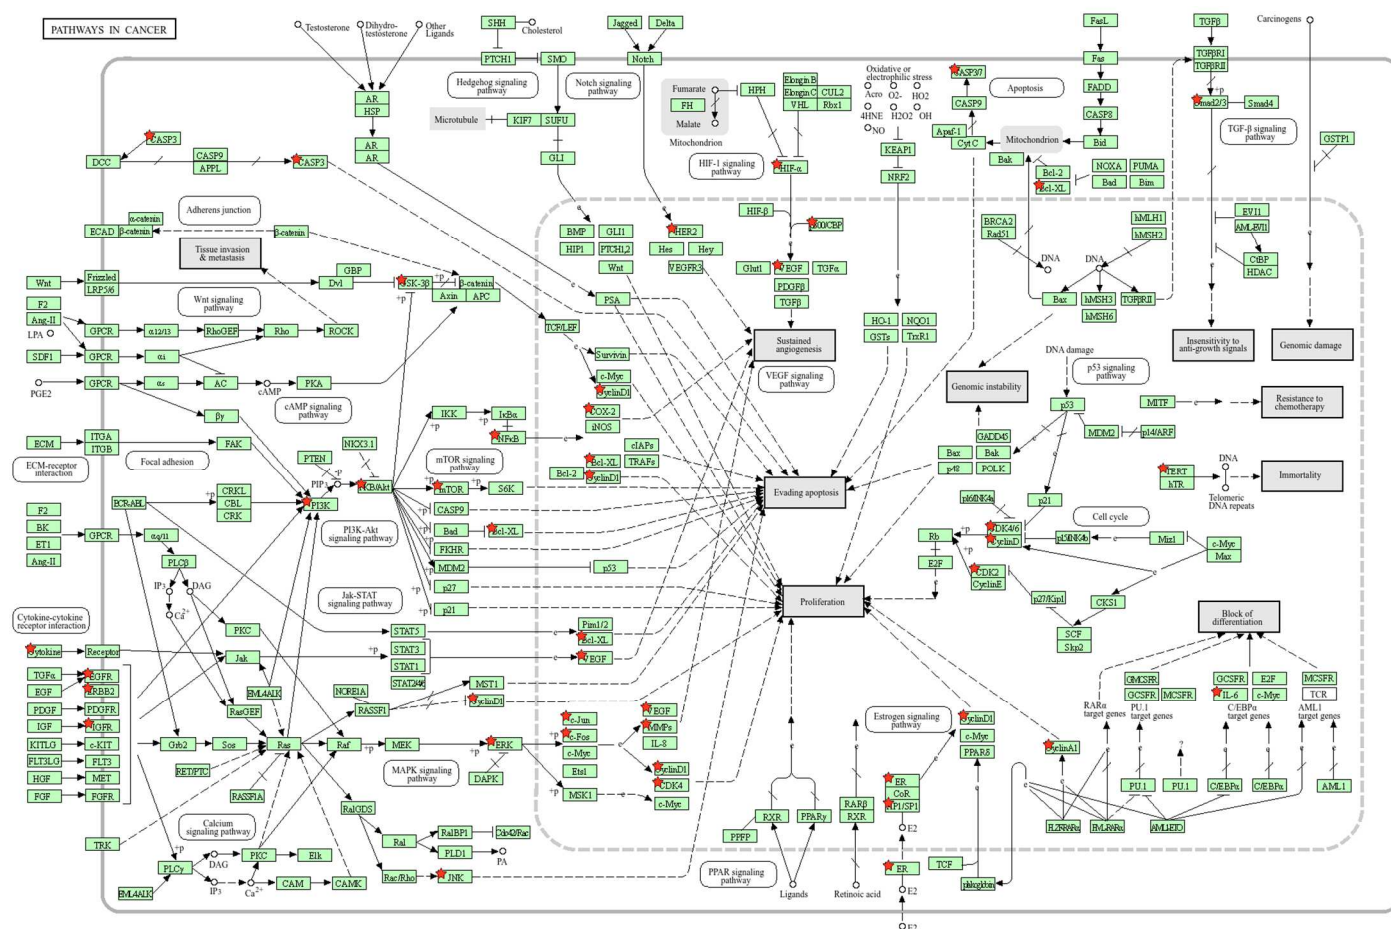

Figure S4. The higher resolution of Figure 4A and D. **(A)** Volcano plot depicting differentially expressed genes (DEGs) between CSE-treated and control groups. **(B)** Drug-pathway-gene interaction network reconstructed using the GSEA results.

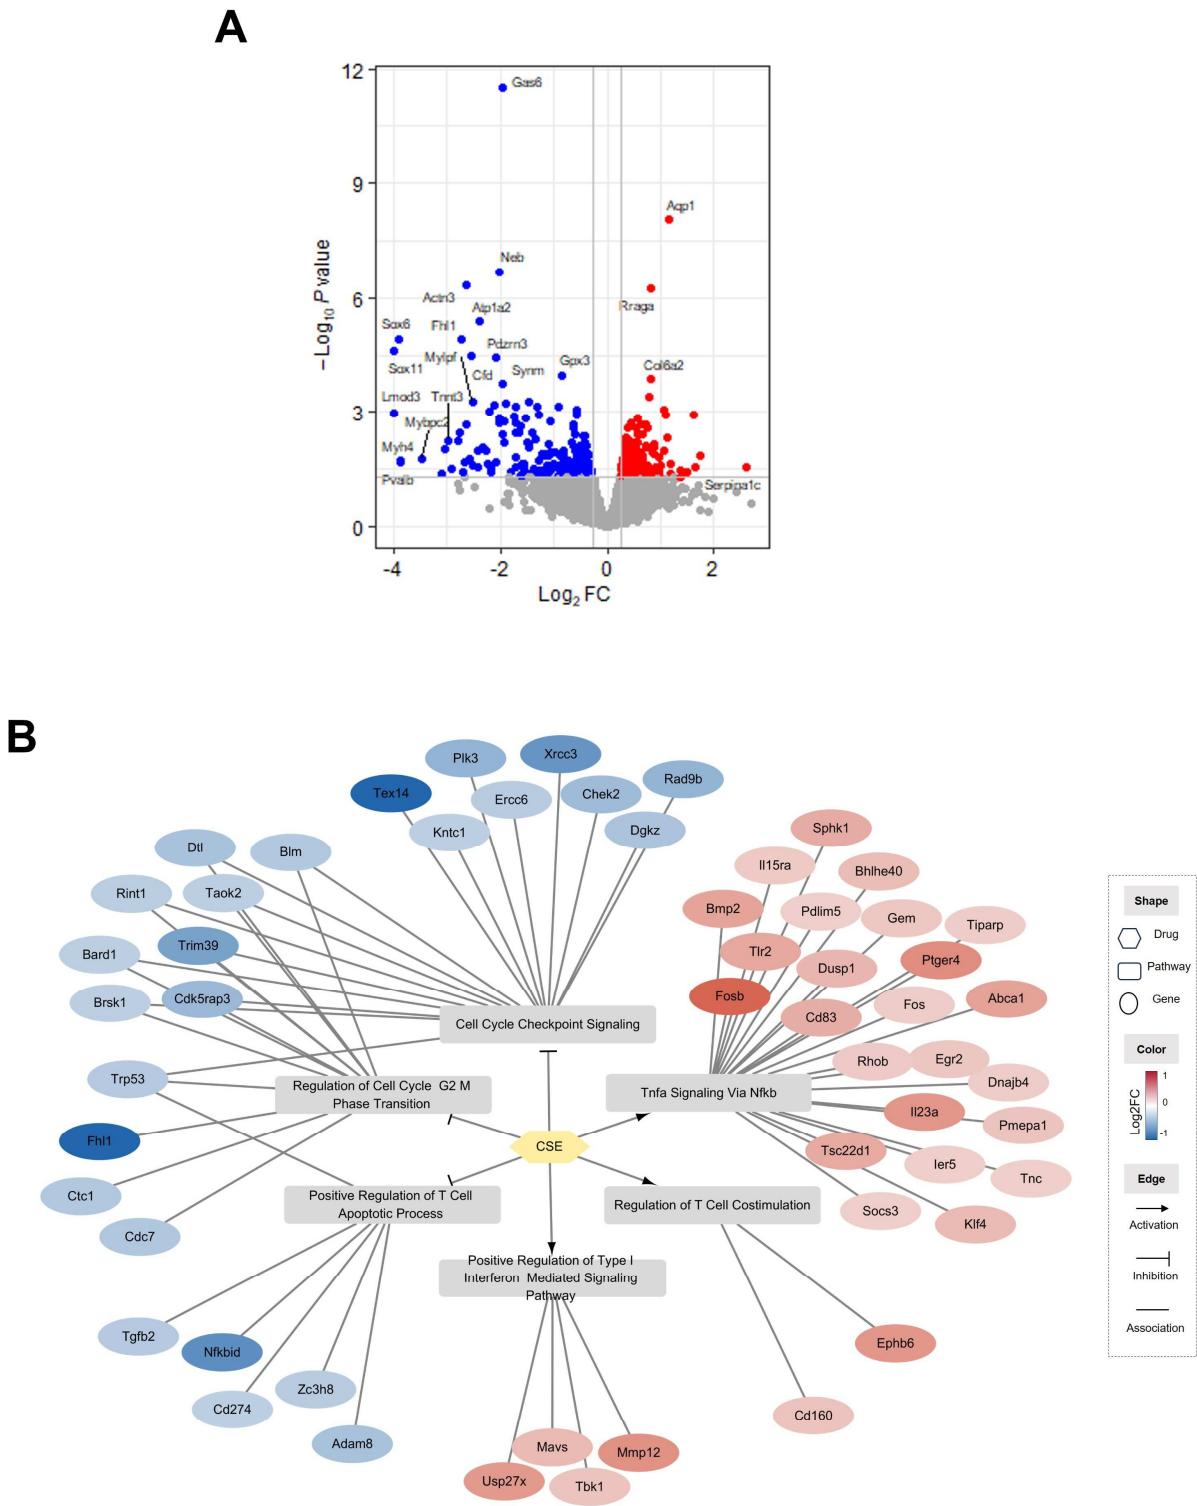

Table S1. The sequences of the primers used in qRT-PCR.

Gene	Forward (5'-3')	Reverse (5'-3')
CCND2	GAG AAG CTG TCT CTG ATC CGC A	CTT CCA GTT GCG ATC ATC GAC G
CCND1	TCT ACA CCG ACA ACT CCA TCC G	TCT GGC ATT TTG GAG AGG AAG TG
TRADD	ACA AGG TGG TCC TGT CGG ATG C	CGG TGG ATC TTC AGC ATC TGC A
CCNE1	TGT GTC CTG GAT GTT GAC TGC C	CTC TAT GTC GCA CCA CTG ATA CC
CDKN2A	CTC GTG CTG ATG CTA CTG AGG A	GGT CGG CGC AGT TGG GCT CC
CDKN2B	ACG GAG TCA ACC GTT TCG GGA G	GGT CGG GTG AGA GTG GCA GG
CDKN1A	AGG TGG ACC TGG AGA CTC TCA G	TCC TCT TGG AGA AGA TCA GCC G
CDKN3	ATG GAG GGA CTC CTG ACA TAG C	TCT CCC AAG TCC TCC ATA GCA G
CDK6	GGA TAA AGT TCC AGA GCC TGG AG	GCG ATG CAC TAC TCG GTG TGA A
CCNB2	CAA CCA GAG CAG CAC AAG TAG C	GGA GCC AAC TTT TCC ATC TGT AC
CCNB1	GAC CTG TGT CAG GCT TTC TCT G	GGT ATT TTG GTC TGA CTG CTT GC
CDC20	TAG TTG CCC TCA AGA AGG TGG C	GTG TGG GAA CAC AGC CTT CAG T
CDKN1B	ATA AGG AAG CGA CCT GCA ACC G	TTC TTG GGC GTC TGC TCC ACA G
MMP9	GCC ACT ACT GTG CCT TTG AGT C	CCC TCA GAG AAT CGC CAG TAC T
CDK1	GGA AAC CAG GAA GCC TAG CAT C	GGA TGA TTC AGT GCC ATT TTG CC
CCNA2	CTC TAC ACA GTC ACG GGA CAA AG	CTG TGG TGC TTT GAG GTA GGT C
FADD	CTC CTG CGC GAG CTG CTC GC	GCC TTC TCC AAT CTT TCC CCA C
CDC16	GTG TCT TGG TTT GCA GTG GGA TG	GTG CTC ACT CTC CAC CGC AAA T
CDK4	CCA TCA GCA CAG TTC GTG AGG T	TCA GTT CGG GAT GTG GCA CAG A
FAS	GGA CCC AGA ATA CCA AGT GCA G	GTT GCT GGT GAG TGT GCA TTC C
CDK2	ATG GAT GCC TCT GCT CTC ACT G	CCC GAT GAG AAT GGC AGA AAG C
CKS1	GGA ATC TTG GCG TTC AGC AGA G	GAG GCT GAA AAG TAG CTT GCC AG
CKS2	GAG GAG ACT TGG TGT CCA ACA G	GAT TTG ACG ATC CCC AGA TAA ACT
TNFR1	CCG CTT CAG AAA ACC ACC TCA G	ATG CCG GTA CTG GTT CTT CCT G
MMP2	AGC GAG TGG ATG CCG CCT TTA A	CAT TCC AGG CAT CTG CGA TGA G

How the deposited data were processed for this re-analysis (not part of the article)

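RNA of MC38 tumors was sequenced in 6 libraries, 3 of the control group and 3 of the group given CSE at 100 mg/kg, with condition and replicate number taken from the sample labels. The authors deposited raw counts per gene symbol, made before deposition with bcl2fastq 2.20.0.422, Bowtie2 and bedtools on mm10 according to the submitters' processing notes, which give no version of the latter tools, annotation, strand setting or treatment of reads with several positions. The deposited counts were whole numbers for 23282 entries with 23238 different symbols, of which 35 occur more than once; these were kept apart. Totals were 9215556 to 11282228 counts per library, with 12.03 to 16.07% in Rn45s. Reads of near-identical genes, such as ribosomal protein genes and their processed copies or the granzymes, and of genes with an exon on the opposite strand at the 3' end, are uncertain.

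Genes with at least 10 counts in at least 3 libraries were tested, 13067 genes with 99.83 to 99.9% of the counts of a library. Groups were compared with edgeR 4.0.16 (TMM factors, robust quasi-likelihood fit and test, no covariate, Benjamini-Hochberg adjustment). CPM are normalized with TMM factors, and log2 CPM use a prior count of 2. Thresholds were an adjusted p of 0.05, and for comparison an unadjusted p of 0.05 with a fold change over 1.2, an adjusted p of 0.05 with a 2-fold change, and an unadjusted p of 0.05 with a log2 fold change over 1.2 in size.

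Of 38 lists drawn up, 36 were tested as lists, each with at least 5 tested members: 13 on topics of the paper, 7 on other tumor processes and 16 of cell type markers. The others hold genes the paper measured or named for HCT 116 cells and were kept out of the list tests. Of 1356 symbols, 11 were matched through synonyms and 11 were not found. Lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, adjusted over the 36 lists, and with the correlation estimated. Over-representation was tested with Fisher's exact test, one-sided, against all tested genes. Scores are mean log2 CPM per library with an exact permutation test. Genes named are the 8 of smallest p in each direction, the labels of Fig. 10A, up to 4 of smallest p per pathway of Fig. 10D and 2 to 4 per list, and genes the paper names for HCT 116 cells; values in the figures of the paper had been seen. Of the genes this rule names, 2 are not reported here.

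Alternatives were DESeq2 1.42.0, upper-quartile normalization, no scaling beyond the total count, limma-voom, other filters on counts, the replicate number as a block, the muscle score as a covariate, each library left out in turn, fry, fgsea 1.28.0, lists without the genes of the figures, and 3 chosen after the data were seen. R 4.3.3, Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9 were used. The edgeR, DESeq2 and limma-voom steps were tested on simulated data of 12875 genes with these library sizes: 10 of 159 calls of edgeR, 31 of 195 of DESeq2 and 9 of 154 of limma-voom were false. In simulated lists, 1 list shifted 1.2-fold passed (adjusted p = 8.77e-08, limma's camera) and 0 of the others did. Genes were simulated independently of each other, so neither simulation shows how the tests behave when genes vary together, as they do in the real lists. EnrichR and the published gene sets of the paper were not used here.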

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

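The fits with the muscle score as a covariate and without 1 library were planned, but their use as tests of the explanations below was chosen after the list results were seen; the test on processed gene copies was chosen before.

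Genes of the ribosome and of the response to low oxygen, which the paper does not discuss, had the direction Up in the CSE-treated group. Of 74 tested ribosomal protein genes 67 had a positive log2 fold change, with a median of 0.08567 (adjusted p = 6.05e-05 from limma's camera, 0.991 with an estimated correlation), led by Rpl4 at 0.36 (SE 0.12), Rps6 at 0.33 (SE 0.11) and Rps23 at 0.33 (SE 0.13). Without scaling beyond the total count the median was 0.0329 and the adjusted p from limma's camera 0.0017. Of 38 tested hypoxia and glycolysis genes 30 had a positive value, with a median of 0.1813 (adjusted p = 0.00213 from limma's camera, 0.991 with an estimated correlation). Ankrd37, a target of HIF whose 3' end lies opposite exons of Ufsp2, had 0.60 (SE 0.21), the glucose transporter Slc2a1 0.38 (SE 0.16) and Higd1a 0.28 (SE 0.12), whereas the collagen crosslinking enzyme Lox had −0.80 (SE 0.32). The mean log2 CPM of the hypoxia and glycolysis genes was 6.77, 6.76 and 6.59 in control libraries 1, 2 and 3 and 7.08, 6.73 and 6.75 in CSE libraries 1, 2 and 3, with p = 0.6 in an exact two-sided permutation test; with the median of the genes in place of the mean the values were 7.02, 7.03 and 6.91 against 7.38, 7.07 and 7.19 (p = 0.1, the smallest that test allows). No gene of either list passed an adjusted p of 0.05 in edgeR (0 over all genes and 0 over the list alone, and 0 over all genes with DESeq2), with 6 ribosomal genes higher and 3 hypoxia genes higher at an unadjusted p under 0.05.

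A lower share of muscle tissue in the CSE libraries could raise the relative level of other genes. How large such a rise would be was not computed, and the muscle markers averaged at most 3.49 log2 CPM in a library. A rise shared by all other genes would not set a list apart, since limma's camera compares the list with them. After TMM the median log2 fold change of all tested genes was −0.0024. Less muscle could thus act only by raising some genes more than others. With the muscle score as a covariate the median of the ribosomal protein genes was 0.211 (lower quartile 0.0914), which argues against less muscle as the source for them. The medians of 0.0842 for hypoxia and glycolysis (lower quartile −0.13) and 0.0929 for G2/M genes (lower quartile −0.0309) leave such an uneven rise open. The score was itself lower in the CSE libraries, so that this fit cannot fully separate muscle from treatment. Without 1 CSE library the median nearest 0 was 0.0698 for ribosomal protein genes (without CSE library 2, lower quartile 0.00339), which argues against a single CSE library as their source, while 0.0625 for hypoxia and glycolysis (without CSE library 1, lower quartile −0.075) and 0.0635 for G2/M genes (without CSE library 1, lower quartile −0.0139, and −0.0287 without CSE library 2) leave it open. The hypoxia and glycolysis call of limma's camera was lost without CSE library 1 (adjusted p = 0.354) or control library 3 (0.122). Reads shared with processed copies stay open for the ribosomal genes, since 7 tested copies had a median of 0.0954 (quartiles −0.0439 and 0.134). An effect of CSE on these groups stays open as well.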

How the results depend on the processing

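Results were recomputed with 1 choice changed at a time, where the setting applies to them: the Reactome setting covers 6 lists, the muscle covariate leaves out the muscle list, and the tallies of Fig. 10A and Fig. 10D were repeated with DESeq2 alone. The settings without Rn45s, without control libraries 1 and 2, and with the nearest Reactome pathway in place of a list were chosen after seeing the data. For single named genes and for lists outside the topics of the paper, 2106 of the repeated values kept direction and side of the threshold, 58 turned direction, 30 came to pass and 13 ceased to pass. For counts, topic lists and the skeletal muscle list, 383 stayed, 66 counts moved by over 1.5 times, 36 list directions turned, 7 lists came to pass and 11 ceased to pass. The cause was not tested, apart from fewer or more genes tested under the filters and fewer libraries where libraries were left out. The libraries had 9215556 to 11282228 counts, and the common dispersion was 0.0446. In simulated counts of independent genes, with these library sizes and a dispersion estimated for each gene, the edgeR test recovered 60.2% of 2-fold changes. Marker scores were not recomputed with limma-voom, the replicate block or the muscle covariate.

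With DESeq2 there were 2 higher and 9 lower genes at an adjusted p under 0.05, of which 1 and 9 differed over 2-fold. With edgeR, an adjusted p under 0.05 was reached by 0 higher and 1 lower gene without scaling beyond the total count (Gas6, over 2-fold), where 97 genes were higher and 412 lower at unadjusted p under 0.05 and 1.2-fold (200 and 255 with TMM), 2 marker scores were apart, and G2/M genes were lost (adjusted p = 0.108). Testing every gene with a count gave 2 higher and 2 lower genes, 1 and 2 of them over 2-fold, 476 lower genes at unadjusted p and 1.2-fold, 92 higher and 275 lower at a log2 fold change over 1.2, and 2 marker scores apart, with p53 targets (adjusted p = 0.992) and anti-apoptotic genes (0.992) in the other direction in camera. At a log2 fold change over 1.2 and unadjusted p, 8 genes were higher with filterByExpr, and 2 higher and 33 lower with at least 30 counts, where 2 lists were over-represented and 2 marker scores apart. Over-representation was also seen for 2 lists with upper-quartile normalization and for 2 with limma-voom, against 4. With DESeq2 it was seen for 6 lists, and with every gene with a count for 6. Limma-voom turned the inflammasome (adjusted p = 0.99) and cytotoxic lists (0.99) Down. No marker score was apart without Rn45s (0, against 1). Single genes near no difference turned sign: Spp1 with upper-quartile normalization (−0.0024), at least 30 counts (−0.0018), limma-voom (−0.00321) and the total count alone (−0.0476), Cxcl10 with limma-voom (−0.0486) and the total count alone (−0.00933), and with the latter Ccnd2 (−0.0397), Cdk2 (−0.000759) and Stat3 (−0.00517).

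The sample titles number the libraries 1, 2 and 3 in both groups, while the library names number the controls 1, 3 and 4, and the title number is used here. Deviations of equal numbers from the group means correlated at 0.143, −0.00149 and 0.115. Libraries 1 and 3 of each group correlated best with their own number. These values are weak, and 3 libraries per group cannot decide whether the numbers pair the libraries. With the number as a replicate block, 1 gene was higher, Aqp1, and 1 lower, Gas6, at an adjusted p under 0.05 in edgeR, each over 2-fold (1 and 1). The replicate block turned the anti-apoptotic (adjusted p = 0.907, limma's camera), inflammasome (0.907) and cytotoxic (0.907) lists, Cxcl10 (−0.0408) and Spp1 (−0.00275).

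With the mean of the muscle markers as a covariate, 1 list passed camera, and 32 genes were higher at unadjusted p and a log2 fold change over 1.2. By Fisher's exact test 0 lists were over-represented, against 4 without the covariate. Among those 4 is the muscle list, whose own difference the covariate takes out by construction. G2/M genes ceased to pass (adjusted p = 0.063, limma's camera) although their median went from 0.0794 to 0.0929. The S phase (0.292), checkpoint (0.673), inflammasome (0.673), endothelial (0.757) and cytotoxic (0.253) lists turned direction, as did Cd160 (−0.141), Car3 (0.13), Cdkn1a (0.0853), Ccnd1 (0.0288), Hmox1 (0.472) and Stat3 (−0.364).

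Without control libraries 1 and 2, where control library 3 stands alone and is assumed to vary like the CSE libraries, edgeR gave 2 higher and 9 lower genes at an adjusted p under 0.05, each over 2-fold (2 and 9), 370 higher and 399 lower at unadjusted p and 1.2-fold, and 70 higher at a log2 fold change over 1.2. The numbers of lists passing and of scores apart cannot be compared with the other settings, since 1 control library often lies outside 3 CSE libraries by chance. The interferon-stimulated (adjusted p = 0.00135, limma's camera) and co-stimulation (0.00396) lists came to pass as Down, the cytotoxic list turned Down and passed (5.08e-07), and interferon transducers (0.848), checkpoint (0.974), p53 (0.935), inflammasome (0.173) and endothelial (0.806) lists turned, as did Myh4 (0.563), Cd160 (−0.339), Trim25 (0.0335), Car3 (0.202), Cd3d (−0.0429), Cdkn1a (0.333), Xiap (0.0638), Hmox1 (0.25), Stat3 (−0.097) and Cxcl10 (−0.0254).

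Among list tests, an estimated correlation left 0 lists past the threshold (G2/M 0.991, skeletal muscle 0.937, limma's camera) and fry left 0 (G2/M 0.803, skeletal muscle 0.781, inflammasome turned at 0.985), against 5 with the preset correlation and 7 with fgsea. With fgsea, a permutation test over genes, the interferon-stimulated list came to pass as Down (0.00925) and the inflammasome (0.483) and cytotoxic (0.458) lists turned. Without the genes drawn in Fig. 10A and Fig. 10D, the TNF (adjusted p = 0.868, limma's camera), checkpoint (0.989), anti-apoptotic (0.936) and T cell apoptosis (0.9) lists turned. The study chose these genes by their change on the same libraries, so that the turns can follow from the removal alone. With a Reactome pathway in place of the list, G2/M ceased to pass (adjusted p = 0.799, limma's camera) and the checkpoint list turned (0.674).

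Leaving out 1 library at a time gave 0 to 1 higher and 0 to 1 lower genes at an adjusted p under 0.05 in edgeR (over 2-fold likewise 0 to 1 and 0 to 1), 162 to 345 lower genes at unadjusted p and 1.2-fold, 14 to 40 higher at a log2 fold change over 1.2, 3 to 12 lists past camera, 2 to 7 lists over-represented and 0 to 4 scores apart. Adjusted p from limma's camera ran from 0.342 to 0.968 for TNF, 0.00101 to 0.744 for interferon-stimulated genes, 0.354 to 0.981 for interferon transducers, 0.00103 to 0.258 for G2/M, 0.0216 to 0.915 for S phase, 0.609 to 0.968 for p53, 0.534 to 0.968 for pro-apoptotic, 0.345 to 0.936 for anti-apoptotic, 0.0114 to 0.744 for co-stimulation, 0.176 to 0.971 for T cell apoptosis, 0.262 to 0.898 for inflammasome, 0.0908 to 0.73 for collagen and matrix, 0.000836 to 0.803 for T cell and 4.92e-05 to 0.929 for cytotoxic genes, each with a direction that depended on the library left out except G2/M. Log2 fold changes ran from −0.23 to 0.883 for Cd160, −1.42 to 0.318 for Gzme, −1.62 to 0.347 for Gzmd, 2 near-identical genes whose reads the counting could divide, −0.0983 to 0.128 for Ccnd2, −0.00404 to 0.123 for Cdk2, −0.349 to 0.32 for Hmox1, −0.112 to 0.151 for Stat3, −0.223 to 0.322 for Cxcl10, −0.17 to 0.15 for Spp1, −0.463 to 0.438 for Tnf and −0.389 to 0.033 for Tnfsf10. Gas6 ran from an adjusted p of 0.0243 without control library 1 to 0.599 without CSE library 3 in edgeR.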

Differences from the paper's values

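The sizes of change match between Fig. 10A and these counts for the 7 labels given here, read by eye, and the p-values differ. On the −log10 scale of the unadjusted p, Gas6 stands at about 12 in Fig. 10A, read by eye, against 5.36 from edgeR here, Aqp1 at about 8.0 against 4.42, Neb at about 6.7 against 2.23, Actn3 at about 6.3 against 2.9, Rraga at about 6.3 against 3.93, Sox6 at about 4.9 against 3.22 and Sox11 at about 4.6 against 1.75. With DESeq2, which the methods of the paper name and which was set as an alternative before the data were examined, the values were 11.6, 8.05, 6.67, 6.34, 6.22, 4.97 and 4.63 in the same order and differ for none of the 7. In edgeR, testing every gene with a count brought the −log10 value within 1.5 times of the figure's, which still leaves the p-values orders of magnitude apart for some, for Gas6 (8.67), Aqp1 (6.97), Rraga (5.8) and Sox6 (4.55), the replicate block for Aqp1 (5.4), Sox6 (3.57) and Sox11 (3.74), leaving out control library 1 for Aqp1 (6.69), and leaving out control library 3 for Actn3 (4.77). The other alternatives set before the data were examined did so for none of the 7 where they gave a value; Sox6 and Sox11 had none with at least 30 counts or without a control library, and Neb and Actn3 none with the muscle covariate.

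At the thresholds of the paper's methods, an adjusted p under 0.05 and a 2-fold change, 0 genes were higher and 0 lower with edgeR, and 1 higher and 9 lower with DESeq2. With edgeR 14 genes were higher and 84 lower at the thresholds of the legend of Fig. 10, an unadjusted p under 0.05 and a log2 fold change over 1.2 in size. Of the 21 genes labelled in Fig. 10A, 0 passed an adjusted p of 0.05 with edgeR (19 at an unadjusted p under 0.05) and 11 with DESeq2, among them Gas6, Aqp1, Neb, Actn3, Rraga, Sox6, Fhl1, Sox11, Pdzrn3 and Cfd. Other settings of edgeR passed Gas6 without scaling beyond the total count (adjusted p = 0.04), Gas6 (3.93e-05), Aqp1 (9.84e-04) and Rraga (0.0097) with every gene with a count, and Gas6 and Aqp1 with the replicate block (0.0173 and 0.0259) and without control library 1 (0.0243 and 0.00263). Without control libraries 1 and 2, a setting chosen after seeing the values, edgeR passed the same 2 (0.0296 and 0.0398) and none of the other 19 labels.

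The paper draws regulation of the G2/M transition as inhibited, and the 12 genes it draws for this pathway were all lower, as drawn. The list of G2/M phase and mitosis genes had a median log2 fold change of 0.08 with the direction Up. That call was lost with an estimated correlation (adjusted p = 0.991, limma's camera) and with the Reactome pathway in place of the list (0.799). The checkpoint and DNA damage list, which holds Dtl, Taok2 and Trp53 of the 12, had a median of −0.03 and the direction Down (adjusted p = 0.59, limma's camera). The paper used another gene set for this pathway, so the direction of the G2/M list alone does not contradict it. It draws type I interferon signaling as activated, and the interferon-stimulated list had a median of −0.04 and the direction Down, past the threshold with fgsea and not with limma's camera (adjusted p = 0.49, and 0.991 with an estimated correlation), and turned Up without control library 3 or CSE library 1, while the list of inducers and transducers of type I interferon signaling, nearest to the pathway drawn, had the direction Up with a median of −0.02 (adjusted p = 0.79, limma's camera), and Mavs, Tbk1, Mmp12 and Usp27x, which the paper draws for it, had positive values. At the threshold of 0.25 that the paper set for fgsea, the TNF list also passed as Up, the direction the paper gives (adjusted p = 0.144), the transducer list did not (0.457), the G2/M list passed as Up (0.00577), and the p53 targets and cell cycle inhibitors passed as Down (0.125). The paper states that T-cell co-stimulation was upregulated. The list of T cell co-stimulation and checkpoint genes had a median of −0.13 (Down, adjusted p = 0.709, 0.991 with an estimated correlation, limma's camera). It turned Up without control library 3 (0.744) or CSE library 1 (0.609) but passed as Down without control library 1 (0.0114). The 2 genes drawn, Ephb6 and Cd160, had positive values. Since the list also holds checkpoint genes and the paper used another gene set, its direction alone does not contradict the paper. The paper reports enriched terms of apoptosis, negative regulation of the cell cycle and immunity, and no list on these topics was over-represented here among genes called by edgeR. Among genes called by DESeq2, the tool the paper names, 6 lists were over-represented, but only their number was kept. Whether a list on these topics was among them is therefore not known here. The paper's terms and ranked enrichment with the published gene sets were not used here.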

Other observations

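The tests on muscle tissue reported below, apart from the other groupings of the libraries, were chosen after the muscle result was seen, on fits of which that without control libraries 1 and 2 was not planned.

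Adipocyte markers were lower as a group after CSE treatment. Of 18 tested, 16 had a negative log2 fold change, with a median of −0.25 (adjusted p = 0.00239 from limma's camera, 0.937 with an estimated correlation). Gpd1, which makes glycerol phosphate for fat, had −2.69 (SE 0.76), the carbonic anhydrase Car3 −1.70 (SE 0.60) and the fatty acid carrier Fabp4 −0.58 (SE 0.23), and the list ceased to pass without control library 2 (adjusted p = 0.104, limma's camera) or CSE library 1 (0.118), without control libraries 1 and 2 (0.17), and with the muscle score as a covariate (0.75). Collagen and matrix genes went both ways: the fibril-associated Col14a1 had −1.28 (SE 0.36) and Col8a1 −0.91 (SE 0.26), and the metalloproteases Mmp14 0.44 (SE 0.13) and Mmp13 0.77 (SE 0.23), with an adjusted p of 0.79 from limma's camera for the list. Among endothelial markers (adjusted p = 0.061, Down, limma's camera) Aqp1 was higher when adjusted over the list alone (adjusted p = 0.001, edgeR), while the transcription factor Sox17 had −1.71 (SE 0.63) and Vwf, the clotting factor of vessel walls, −1.53 (SE 0.60). Among genes of oxidative stress (adjusted p = 0.79, Up, limma's camera), Gpx3 was lower when adjusted over the list alone (adjusted p = 0.026, edgeR), and the glutathione transferases Gsta3 and Gsta2 had 1.24 (SE 0.59) and 0.89 (SE 0.45). Aqp1 and Gpx3 are labelled in Fig. 10A, which had been seen when the lists were drawn up. Their values over the list alone are therefore not independent support for these lists. Mag, a myelin protein, had 2.16 (SE 0.79) among 6 Schwann cell markers (adjusted p = 0.17, Up, limma's camera).

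Of 823 Reactome pathways, 16 passed limma's camera, 14 of them higher with terms of translation and nonsense-mediated decay, and 2 lower, striated muscle contraction (median −1.12 of 28 genes, adjusted p = 2.63e-04) and muscle contraction (adjusted p = 0.0363); with an estimated correlation 0 of the 823 passed. The genes the paper measured in HCT 116 cells stood here, in mouse tumors, at −0.13 for Cdkn1a (SE 0.17), 0.41 for Cdkn2b (SE 0.25), −0.22 for Ccnd1 (SE 0.14), 0.01 for Ccnd2 (SE 0.14), 0.09 for Cdk1 (SE 0.12), 0.05 for Cdk2 (SE 0.13), −0.10 for Xiap (SE 0.13), −0.14 for Hmox1 (SE 0.30), 0.05 for Stat3 (SE 0.17), 0.04 for Cxcl10 (SE 0.28), 0.47 for Cxcr4 (SE 0.35), −0.62 for Ifng (SE 0.87), 0.32 for Kitl (SE 0.18), 0.00 for Spp1 (SE 0.18), −0.17 for Tnf (SE 0.46) and −0.18 for Tnfsf10 (SE 0.29), with adjusted p-values of 0.9996 in edgeR. Ccl20, Ccr4, Csf3, Cxcr1 and Il1a had at most 2, 6, 2, 0 and 8 counts in a library and were not tested. Antisense exons lie at the 3' ends of Stat3, Ccnd1 and Cxcl10, whose reads cannot be told apart without strand.

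The lower muscle markers may stem from skeletal muscle tissue taken with some of the tumors, or with some of the pieces if the libraries of a group come from 1 tumor, as the paper's methods state. Within the groups, muscle markers varied together between libraries (mean correlation 0.343 with group means removed). In 1000 random lists the 95th percentile was 0.0421. Of the 35 other lists 6 had a correlation as high: cytotoxic effectors (0.70), antigen presentation genes, and markers of NK cells, keratinocytes, red blood cells and T cells. Most of these are lists of cell type markers. Lists of regulated genes lay lower, some close by, such as hypoxia and glycolysis (0.32) and interferon-stimulated genes (0.31), and some far lower, such as G2/M genes (0.06). The value alone therefore does not tell tissue from genes regulated together, and the explanation stays open. The median nearest 0 on leaving out 1 library, −1.31 without control library 1 (upper quartile −0.295), argues against muscle in a single library, although without control libraries 1 and 2 the median was −0.415. An effect of CSE on muscle stays open, with an exact permutation p of 0.1 for the score, the smallest that 3 against 3 allow; with the median in place of the mean the groups overlapped (p = 0.2), as they did without Rn45s. The list holds 8 of the 17 lower labels of Fig. 10A, which the study picked from these libraries.

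The 6 libraries allow 10 groupings of 3 against 3, the real one included, too few for a share under 0.05. The median of the muscle markers was 1.88 in size for the real grouping and at most 1.74 for the others (1 grouping as large). Genes past an adjusted p of 0.05 were 0 with edgeR and at most 0 in other groupings (10 as large), and 11 with DESeq2 against at most 47 (4 as large); at unadjusted p and 1.2-fold 455 genes with edgeR stood against at most 896 (7 as large), and 5 lists past limma's camera against at most 21 (6 as large). The grouping of control libraries 1 and 2 with CSE library 1 gave the 47 and 896 genes, several times the real count for DESeq2, which points to a structure of the samples; what it is was not tested, and edgeR called 0 genes at an adjusted p under 0.05 in each grouping. Counts per gene differed between libraries of a group by more than sampling. The chi-square per degree of freedom was 12.8 to 28 in the control group and 15.2 to 20.4 in the CSE group. For pairs of a control and a CSE library it was 8.99 to 24.5, no larger than within the groups.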
